# Linker histone H1 prevents R-loop accumulation and genome instability in heterochromatin

**DOI:** 10.1038/s41467-017-00338-5

**Published:** 2017-08-18

**Authors:** Aleix Bayona-Feliu, Anna Casas-Lamesa, Oscar Reina, Jordi Bernués, Fernando Azorín

## Abstract

Linker histone H1 is an important structural component of chromatin that stabilizes the nucleosome and compacts the nucleofilament into higher-order structures. The biology of histone H1 remains, however, poorly understood. Here we show that *Drosophila* histone H1 (dH1) prevents genome instability as indicated by the increased γH2Av (H2AvS137P) content and the high incidence of DNA breaks and sister-chromatid exchanges observed in dH1-depleted cells. Increased γH2Av occurs preferentially at heterochromatic elements, which are upregulated upon dH1 depletion, and is due to the abnormal accumulation of DNA:RNA hybrids (R-loops). R-loops accumulation is readily detectable in G1-phase, whereas γH2Av increases mainly during DNA replication. These defects induce JNK-mediated apoptosis and are specific of dH1 depletion since they are not observed when heterochromatin silencing is relieved by HP1a depletion. Altogether, our results suggest that histone H1 prevents R-loops-induced DNA damage in heterochromatin and unveil its essential contribution to maintenance of genome stability.

## Abstract (web summary)

While structural importance of linker histone H1 in packaging eukaryotic genome into chromatin is well known, its biological function remains poorly understood. Here the authors reveal that *Drosophila* linker histone H1 prevents DNA:RNA hybrids accumulation and genome instability in heterochromatin.

## Introduction

Histones are chromosomal proteins that play an important structural function in packaging of the eukaryotic genome into chromatin. Histones H2A, H2B, H3 and H4 form an octameric complex that organizes 146 bp of DNA and constitutes the protein core of the nucleosome, a highly conserved particle that is the basic structural and functional subunit of chromatin. In addition, linker histones H1 bind to the nucleosome core particle and stabilize folding of the nucleofilament into higher-order structures^1, 2^. Histones are also crucial to the regulation of genomic functions. In recent years, we have become aware of the essential contribution of core histones to the epigenetic regulation of multiple genomic processes from RNA transcription to DNA replication, recombination and repair, chromosome segregation and genome integrity. In comparison, the biology of linker histones H1 remains poorly understood. Histones H1 are less well conserved than core histones and, in metazoa, they generally exist in multiple variants that play partially redundant functions. For instance, deletion of one or two of the seven mouse somatic H1 variants have no detectable effects since mice develop normally and show normal total H1 levels due to the compensatory expression of other variants^3, 4^. Mice also contain one female and three male germline specific H1 variants^5^. Humans show a similar complexity. In contrast, H1 diversity in *Drosophila melanogaster* is low since it contains only one somatic (dH1) and a second germline specific (dBigH1) variant^5, 6^. Note, however, that somatic dH1 is encoded by a multigene family, which is unusual since, in most metazoa, H1 variants are encoded by single-copy genes^6^. Unicellular eukaryotes such as *Saccharomyces cerevisiae*, *Aspergillus nidulans* and *Tetrahymena termophila* also contain a single histone H1-like gene^7–9^.

Genetic studies unveiled the essential contribution of histones H1 to metazoan development. In *Drosophila*, dH1 depletion impairs normal development and causes lethality^10, 11^. Similarly, triple H1 variants knockout mice fail to compensate total H1 levels and die at early developmental stages^12^. The reason for this lethality is not well understood. On one hand, although they are widely distributed across the genome, histones H1 have a weak contribution to gene expression since depletion of *Drosophila* dH1 affects expression of <10% of protein-coding genes^11^. Similarly, only a few hundreds of genes are found deregulated in ES-cells derived from triple H1 knockout mice^13^, whose total H1 content is reduced by ∼50%. Furthermore, in *S*. *cerevisiae*, deletion of the single H1-like gene *Hho1* affects expression of only a few genes^14^. In contrast to its weak effect on expression of euchromatic genes, dH1 depletion strongly affects silencing of transposable elements (TE) and other repetitive DNA sequences^11, 15^, and induces DNA damage^11^. However, the actual molecular mechanisms underlying these defects remain unknown.

Here, we show that dH1 depletion induces the accumulation of R-loops in heterochromatin. R-loops are three-stranded structures formed when a newly synthesized RNA forms a DNA:RNA hybrid with the transcribed strand leaving the untranscribed strand single-stranded (ssDNA). R-loops can form naturally during plasmid and mitochondrial DNA replication^16, 17^, in immunoglobulin class switching^18^ or during transcription^19^. However, unregulated R-loops formation is also an important source of genomic instability^20–23^. In particular, R-loops can stall replication fork progression, which generates double-stranded breaks (DSBs) and induces hyperrecombination^24, 25^. Our results show that DNA damage, genomic instability and apoptosis induced by dH1 depletion depend on R-loops. We also show that dH1 contribution to R-loops dynamics is specific since HP1a depletion, which strongly relieves heterochromatin silencing too^26^, does not induce R-loops accumulation.

## Results

### dH1 depletion induces DNA damage in heterochromatin

dH1 depletion in the *Drosophila* wing imaginal disc was shown to induce DNA damage, as determined by an increased αγH2Av reactivity^11^. However, the underlying molecular mechanisms of this effect remained unknown. Here, to address this question, we performed depletion experiments in cultured *Drosophila* S2 cells, which constitute a homogeneous cell population amenable to mechanistic studies. As previously observed in the wing imaginal disc, RNAi-induced dH1 depletion in S2 cells significantly increased γH2Av content, as determined by both immunofluorescence (IF) (Fig. 1a) and western blot (WB) analyses (Fig. 1b). This increase was not observed in control cells treated with siRNAs against LacZ (Fig. 1a and b), and it was not associated with increased total H2Av content (Supplementary Fig. 1). Concomitant to increased γH2Av, dH1-depleted cells showed a high incidence of DNA breaks (DBs), as determined by the increased tail-moment observed in single-cell electrophoretic analyses performed under alkaline and neutral conditions to detect both single-stranded (SSBs) and double-stranded DNA breaks (DSBs) or only DSBs, respectively (Fig. 1c). In addition, radiation-induced DNA damage was repaired efficiently in dH1-depleted cells (Fig. 1d), indicating that DNA repair was not impaired. Triple H1 knockout mouse ES-cells also showed efficient DNA repair^27^.

**Fig. 1:**
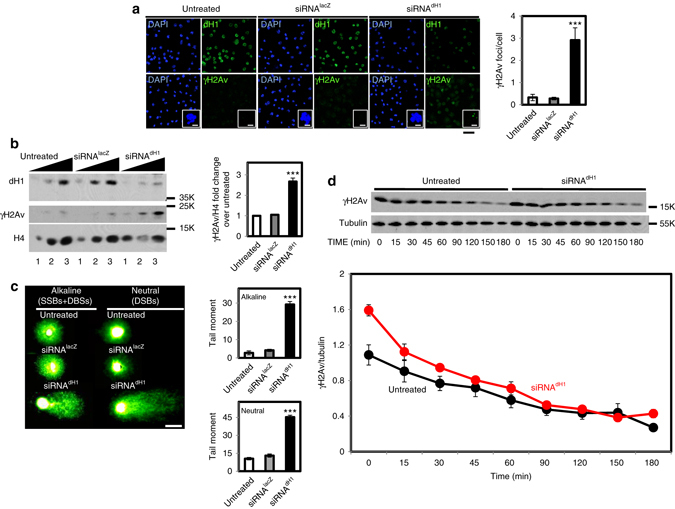
dH1 depletion induces DNA damage. **a** Immunostaining of dH1-depleted (siRNA^dH1^) and control undepleted cells (siRNA^lacZ^ and untreated) with αdH1 and αγH2Av antibodies (both in *green*). DNA was stained with DAPI (*blue*). *Insets* show enlarged images of representative individual cells. *Scale bars* are 20 μm and 2 μm in the *Insets*. On the *right*, the number of γH2Av foci per cell is presented (*n* > 100 for each condition). *Error bars* are s.e.m. The *p*-value of siRNA^dH1^ respect to siRNA^lacZ^ is indicated (***p<0.005; two-tailed Student’s *t*-test). **b** WB analyses with αdH1, αγH2Av and αH4 of increasing amounts of extracts (lanes 1–3) prepared from siRNA^dH1^, siRNA^lacZ^ and untreated cells. The positions corresponding to molecular weight markers are indicated. On the *right*, quantitative analysis of the results (*N* = 3). *Error bars* are s.e.m. The *p*-value of siRNA^dH1^ respect to siRNA^lacZ^ is indicated (***<0.005; two-tailed Student’s *t*-test). **c** Alkaline and neutral single-cell electrophoresis analyses of siRNA^dH1^, siRNA^lacZ^ and untreated cells. *Scale bar* corresponds to 20 μm. On the *right*, relative comet-tail moments are presented (*n* > 100 for each condition). *Error bars* are s.e.m. The *p*-values of siRNA^dH1^ respect to siRNA^lacZ^ are indicated (***<0.005; two-tailed Student’s *t*-test). **d** On the *top*, WB analysis with αγH2Av and αtubulin at different time points after X-ray irradiation (10 Gy) of siRNA^dH1^ and untreated cells. The positions corresponding to molecular weight markers are indicated. On the *bottom*, quantitative analysis of the results (*N* = 3)

Next, we performed γH2Av ChIP-seq analyses to determine the genomic regions where dH1 depletion induced DNA damage. In these experiments, we detected a similar number of γH2Av-enriched regions in control and dH1-depleted cells, a large proportion of which mapped to common targets (Supplementary Fig. 2a). γH2Av preferentially localized to promoters (Supplementary Fig. 2b and c) of actively transcribed genes (Supplementary Fig. 2d), suggesting a role of γH2Av in transcription regulation. In this regard, Jil1 has been shown to phosphorylate H2Av at promoters at the same residue S137 (γH2Av) that becomes phosphorylated in response to DNA damage^28^. Jil1-dependent H2Av phosphorylation stimulates PARP-1 activity and promotes transcription^28^. Notice that H2Av is the *Drosophila* homolog of both mammalian H2A.X and H2A.Z^29, 30^. Differential enrichment analysis detected 166 regions where γH2Av content was significantly increased in dH1-depleted cells, in front of 26 regions where γH2Av content was reduced upon dH1 depletion. Regions showing specific γH2Av enrichment in dH1-depleted cells had a high content on repetitive DNA elements, including TE and simple repeated satellite DNA sequences (Fig. 2a). As a matter of fact, ~ 70% of these regions contained repeated DNA sequences. This enrichment was statistically significant, as shown by simulation experiments where the expected overlap with repetitive elements, based on 5000 genome-wide random permutations of the identified regions, was compared to the actual overlap observed (permutation test *p*-value <0.0002; Fig. 2b). ChIP-qPCR experiments confirmed these results since dH1 depletion increased γH2Av content at multiple repetitive elements, including various LTR and non-LTR retrotransposons, DNA transposons, a satellite DNA and two repetitive regions of the non-transcribed rDNA spacer (NTS), whereas no increase was observed at several non-repetitive regions analyzed (Fig. 2c). In contrast, regions where γH2Av was differentially reduced in dH1-depleted cells were poor in repeated DNA sequences (Fig. 2a) and preferentially mapped to promoters of active genes (Supplementary Fig. 3a and b), likely reflecting the downregulation that dH1 depletion causes on expression of a reduced set of genes^11^. Table 1 summarizes the repetitive DNA elements at which differential γH2Av enrichment was specifically detected in dH1-depleted cells.

**Fig. 2:**
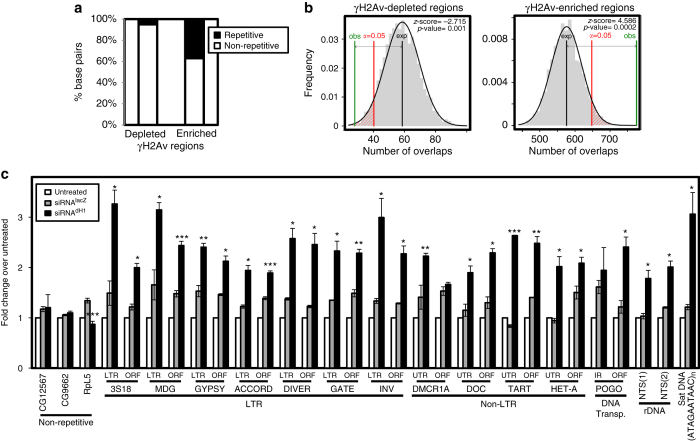
DNA damage induced by dH1 depletion occurs preferentially in heterochromatin. **a** The proportion of base pairs (bp) matching to repetitive and non-repetitive elements, as determined by RepeatMasker analysis, are presented for regions showing specific γH2Av enrichment and depletion in dH1-depleted cells respect to control untreated cells. **b** Permutation experiments showing statistical significance of the enrichment in repeated DNA sequences of the regions showing specific γH2Av enrichment (*right*) and depletion (*left*) in dH1-depleted cells respect to control untreated cells. The frequency of the number of overlaps with repetitive DNA elements, as determined by the regioneR package using the UCSC dm3 RepeatMasker track (March 2017), is presented based on 5000 random permutations of the experimentally identified regions. The average expected number of overlaps (*black*) is compared with the observed number of overlaps (*green*). The *α* = 0.05 confidence interval is indicated (*red*). *z*-scores and permutation test *p*-values of the differences are also indicated. **c** γH2Av ChIP-qPCR analyses at the indicated repetitive and non-repetitive regions in siRNA^dH1^, siRNA^lacZ^ and untreated cells (*N* = 2). For each position, the fold-change respect to the untreated condition at this position is presented. *Error bars* are s.e.m. The *p*-values of siRNA^dH1^ respect to siRNA^lacZ^ are indicated (no asterisk >0.05, *<0.05, **<0.01, ***<0.005; two-tailed Student’s *t*-test)

**Table 1:** Summary of repetitive elements showing specific γH2Av and R-loops enrichment in dH1-depleted cells

**Retrotransposons**				
	**LTR**	**Non-LTR**	**DNA transposons**	**simple repeated satellite DNA sequences**
ACCORD	HMSBEAGLE	BS^a^	BARI^a^	(AAGAG)_n_/(AAGAGAG)_n_ and related repeats
BICA^a^	IDEFIX	DMCR1A	DNAREP	(AACAC)_n_ and related repeats^b^
BLOOD^a^	INVADER	DMRT1^a^	FB^a^	(AATAT)_n_ and related repeats
BURDOCK^a^	MAX^a^	DOC	HOBO^a^	(AATAGAC)_n_^b^
CHIMPO^b^	MDG	FW	LOOPER^a^	(AATAACATG)_n_/Prod^b^
CHOUTO^a^	MICROPIA	HET-A	MARINER^a^	(ATAGAATAAC)_n_
CIRCE^a^	NOMAD^a^	IVK^a^	M4DM^a^	(CAACTTT)_n_^a^
COPIA	QUASIMODO^a^	JOCKEY^a^	PROTOP	(TAGA)_n_^b^
DIVER	ROO	LINEJ^a^	S^a^	(TCGGA)_n_^a^
DM1731^a^	STALKER	R1	TC^a^	(TGC)_n_^a^
DM176	TABOR^b^	TART	TRANSIB^a^	rDNA NTS^c^
DM297	TLD^a^		POGO	
FROGGER^a^	TOM^a^			
GATE	TRANSPAC^a^			
GTWIN^a^	ZAM			
GYPSY	3S18			

^a^Only γH2Av enrichment detected

^b^Only R-loops enrichment detected

^c^Tandem repeats of the non-transcribed rDNA spacer

Repetitive DNA elements preferentially localize at heterochromatic regions. In particular, most TE copies and satellite DNAs locate at centromeric heterochromatin^31, 32^. HET-A and TART retrotransposons also localize at telomeric regions^33^. Consequently, results reported above suggest that DNA damage induced by dH1 depletion preferentially accumulates in heterochromatin. IF experiments were consistent with these results since the overlap of γH2Av foci with HP1a, which marks heterochromatin, was significantly higher in dH1-depleted than in control cells (Supplementary Fig. 4a). Notice that the highest γH2Av/HP1a overlap increase was observed in cells containing only one γH2Av foci, indicating that it did not reflect random colocalization due to the increased number of γH2Av foci detected in dH1-depleted cells. Notably, while αγH2Av reactivity was unusual in metaphase chromosomes from control cells, it was significantly more frequent in dH1-depleted metaphase chromosomes (Supplementary Fig. 4b). In some cases, very intense αγH2Av signals were observed that tend to localize at pericentromeric regions, excluding the actual centromeres, and at telomeric regions (Supplementary Fig. 4c).

Concomitant with intense DNA damage, we detected an increased frequency of sister-chromatid exchanges (SCE) in dH1-depleted cells (Fig. 3a). In addition, dH1-depleted cells showed a high incidence of chromosome segregation defects (Fig. 3b) and, in particular, of anaphase chromatin bridges.

**Fig. 3:**
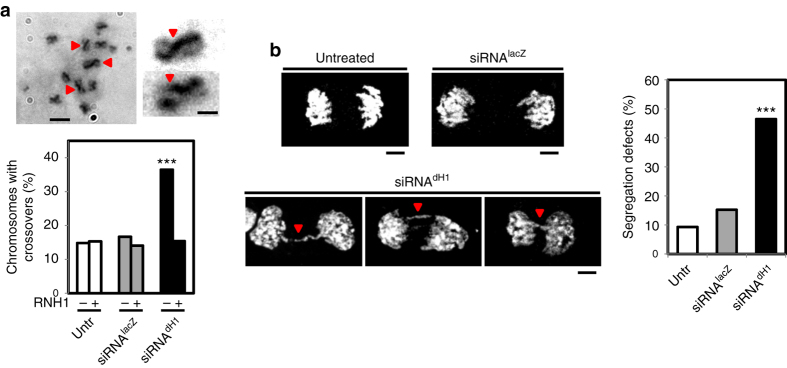
dH1-depleted cells show a high frequency of SCE and chromosome segregation defects. **a** SCE-assay in siRNA^dH1^ cells. Sister chromatids are identified on the basis of their differential Giemsa staining due to their twofold difference in BrdU incorporation. Enlarged images of representative examples are shown on the *right*. *Scale bars* are 6 μm and 3 μm in the enlarged images. *Red arrowheads* indicate crossovers. On the *bottom*, the percentages of chromosomes with crossovers are presented for siRNA^dH1^, siRNA^lacZ^ and untreated cells expressing human RNH1 (+) or not (−) (*n* > 100 for each condition). The *p*-values of siRNA^dH1^ respect to siRNA^lacZ^ are indicated (no asterisk >0.05, ***<0.005; two-tailed Fisher’s exact *F*-test). **b** Anaphase figures for siRNA^dH1^, siRNA^lacZ^ and untreated cells stained with DAPI (in *white*) are presented. *Scale bars* are 5 μm. *Red arrowheads* indicate chromatin bridges. On the *right*, the percentages of mitoses showing segregation defects are presented for siRNA^dH1^, siRNA^lacZ^ and untreated cells (*n* > 40 for each condition). The *p*-value of siRNA^dH1^ respect to siRNA^lacZ^ is indicated (***<0.005; two-tailed Fisher’s exact *F*-test)

### dH1 depletion induces R-loops accumulation in heterochromatin

Heterochromatic elements, which are normally silenced, become strongly upregulated upon dH1 depletion^11, 15^. In this context, we hypothesized that the unregulated expression of heterochromatic transcripts in dH1-depleted cells might cause their abnormal retention in chromatin and, thus, facilitate R-loops formation^20–23^. In this regard, IF experiments with S9.6 antibodies, which recognize R-loops^34^, showed significantly increased S9.6 reactivity in dH1-depleted cells in comparison to control untreated cells or treated with siRNAs against LacZ (Fig. 4a and b, top). S9.6 immunostaining was strongly reduced by co-expression of human RNase H1 (RNH1), which targets DNA:RNA hybrids^35^ (Fig. 4a and b, top), as well as by treatment with cordycepin, which inhibits RNA synthesis and, thus, abolishes R-loops formation^25, 36^ (Supplementary Fig. 5). Noteworthy, αγH2Av reactivity of dH1-depleted cells was highly reduced by both RNH1 expression (Fig. 4a and b, center) and cordycepin treatment (Supplementary Fig. 5), showing significant overlapping with S9.6 reactivity (Fig. 4b, bottom). Furthermore, the high frequency of SCE detected in dH1-depleted cells was strongly reduced upon RNH1 expression (Fig. 3a). Altogether these results suggest that DNA damage and genomic instability induced by dH1 depletion are associated with R-loops accumulation.

**Fig. 4:**
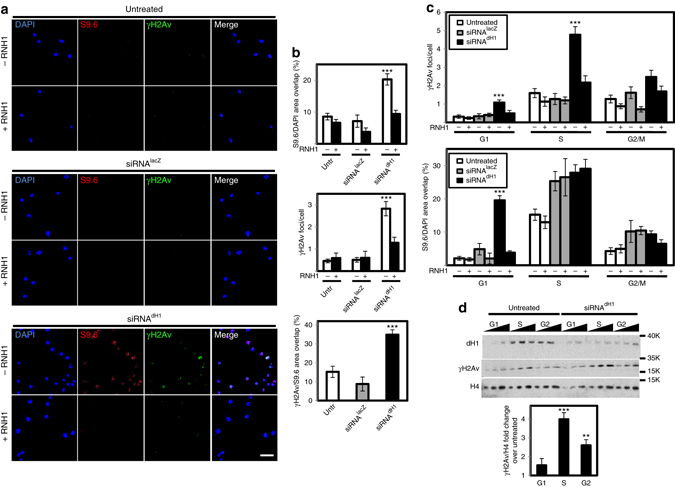
DNA damage induced by dH1 depletion associates with R-loops accumulation. **a** Immunostainings with αγH2Av (*green*) and S9.6 (*red*) antibodies of siRNA^dH1^, siRNA^lacZ^ and untreated cells overexpressing human RNH1 (+) or not (−). *Scale bar* corresponds to 10 μm. **b** Quantitative analysis of the results shown in **a**. S9.6 (*top*) and γH2Av (*center*) reactivities determined as the proportion of DAPI area stained with S9.6 antibodies and the number of γH2Av foci per cell are presented (*n* > 50 for each condition). On the *bottom*, the extent of γH2Av/S9.6 colocalization is presented as the proportion of γH2Av area overlapping with S9.6 reactivity (*n* > 50 for each condition). *Error bars* are s.e.m. The *p*-values of siRNA^dH1^ respect to siRNA^lacZ^ are indicated (no asterisk >0.05, ***<0.005; two-tailed Student’s *t*-test). **c** αγH2Av (*top*) and S9.6 (*bottom*) reactivities of G1-, S- and G2/M-phase sorted siRNA^dH1^, siRNA^lacZ^ and untreated cells overexpressing RNH1 (+) or not (−) are presented as in **b** (*n* > 50 for each condition). *Error bars* are s.e.m. The *p*-values of siRNA^dH1^ respect to siRNA^lacZ^ are indicated (no asterisk >0.05, ***<0.005; two-tailed Student’s *t*-test). **d** WB analyses with αdH1, αγH2Av and αH4 antibodies of siRNA^dH1^ and untreated cells sorted at G1-, S and G2/M-phase. The positions corresponding to molecular weight markers are indicated. Quantitative analysis is shown on the *bottom* (*N* = 2). *Error bars* are s.e.m. The *p*-values respect to untreated are indicated (no asterisk >0.05, **<0.01, ***<0.005; two-tailed Student’s *t*-test)

R-loops-induced DNA damage is usually associated with DNA replication^24, 25^. Therefore, we analyzed whether αγH2Av reactivity observed in dH1-depleted cells was linked to DNA replication. For this purpose, we performed IF experiments in G1-, S- and G2/M-phase sorted cells. In dH1-depleted cells, γH2Av was low at G1-phase, strongly increased at S-phase to decrease again at G2/M-phase (Fig. 4c, top). Notice that, in all phases, αγH2Av reactivity of dH1-depleted cells was higher than in control undepleted cells, being highly reduced upon RNH1 expression (Fig. 4c, top). Note also that γH2Av persisted at G2/M-phase (Fig. 4c, top), which is in agreement with the increased αγH2Av reactivity observed in metaphase chromosomes of dH1-depleted cells (Supplementary Fig. 4b and c). WB analyses confirmed these results since, with respect to control cells, γH2Av content of dH1-depleted cells increased more in S-phase than in G1- or G2/M-phase (Fig. 4d). Notably, dH1-depleted cells showed high S9.6 reactivity at G1-phase that was strongly reduced by RNH1 expression (Fig. 4c, bottom), suggesting that R-loops induced by dH1 depletion were abundant at G1-phase. S9.6 reactivity was also intense in S-phase in both control and dH1-depleted cells. However, although S9.6 reactivity of S-phase sorted cells was significantly reduced upon treatment with bacterial RNH in vitro (Supplementary Fig. 6), it was largely resistant to RNH1 expression in vivo (Fig. 4c, bottom and Supplementary Fig. 6) and, furthermore, treatment with RNase A abolished S9.6 reactivity of S-phase cells that persisted after RNH treatment in vitro (Supplementary Fig. 6; Discussion section).

Next, we performed genome-wide DNA:RNA hybrids immunoprecipitation experiments (DRIP-seq) to determine the genomic regions where R-loops accumulate upon dH1 depletion. For this purpose, genomic DNAs prepared from control untreated and dH1-depleted cells were subjected to immunoprecipitation with S9.6 antibodies before and after treatment with bacterial RNase H (RNH) to remove R-loops. 

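S2 cells, a *Drosophila* cell line of embryonic origin, were left untreated or were depleted of dH1 over 8 days, with 100 μg of dsRNA given on days 1, 4 and 7. Each condition had 2 biological replicates. Each replicate gave an S9.6 library without RNH treatment, an S9.6 library after RNH treatment and an input library, which makes 12 libraries. The S9.6 antibody binds DNA:RNA hybrids and RNH degrades the RNA strand of these hybrids, so enrichment that is lost after RNH treatment is attributed to R-loops. Genomic DNA was sonicated to fragments of 500 to 1000 bp, treated or not with 6 U of RNH and immunoprecipitated with 4 μg of antibody. The volume of RNH is 3 μL in the methods and 3 mL in the sample labels. The values presented here come from the 8 lists of S9.6 peaks that the authors deposited, a list for each S9.6 library, called against the input of the same replicate without pooling replicates. Reads had been aligned to the dm3 build, where all alignment sites of a read were kept up to 10000. A read from a repeated element was therefore counted at each of its copies, and peaks on copies of an element are not independent. Each peak carries the authors' MACS score, which is 10 times the negative log10 of the *p*-value of the peak, and this score was used only to rank or filter peaks within a list. The lists hold no read counts, so the depth of the libraries is unknown, and the number of peaks in a list also depends on depth. Peaks were taken as overlapping when they shared at least 1 bp. The median width of the peaks was 1186.5 bp and 1162 bp in replicates 1 and 2 of untreated cells and 1233 bp in replicate 2 of dH1-depleted cells, all without RNH treatment. In replicate 1 of dH1-depleted cells it was 228 bp, and 95% of the peaks of this list were narrower than 672 bp. After RNH treatment, the median width was between 1053 bp and 1306 bp in the 4 lists, including 1054.5 bp in replicate 1 of dH1-depleted cells. Results that combine both replicates of dH1-depleted cells therefore join a list of narrow peaks with a list of wide ones.

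**Figure D1:**
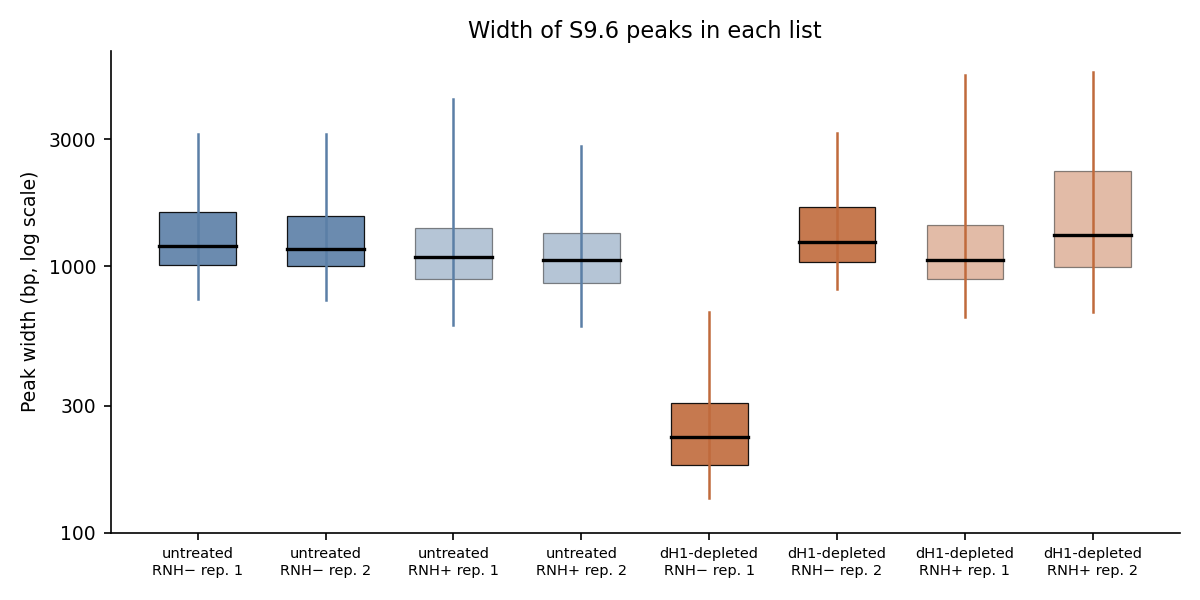
Width of S9.6 peaks in each of the 8 lists, in bp on a log scale, for untreated (blue) and dH1-depleted cells (orange) before (dark) and after RNH treatment (light). Black lines are medians, boxes run from the 25th to the 75th percentile and vertical lines from the 5th to the 95th, and the list of dH1-depleted replicate 1 without RNH treatment lies below the other 7.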

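Without RNH treatment, 4016 and 3807 S9.6 peaks were called in replicates 1 and 2 of control untreated cells and 9368 and 5526 in replicates 1 and 2 of dH1-depleted cells. The difference between the conditions was 0.88 on the log2 scale, above the spread between replicates (0.54). An exact permutation test (2-sided) gave *p* = 0.33, the smallest value that 2 libraries against 2 can give. In base pairs covered by peaks the difference changed sign, to -0.26. The peaks covered 6024743 bp and 5601856 bp in untreated cells, 2745427 bp in dH1-depleted replicate 1, the list of narrow peaks, and 8551389 bp in dH1-depleted replicate 2. Between the replicates of untreated cells, 75.3% of the peaks of replicate 1 overlapped a peak of replicate 2, and 79.6% did so in the other direction. In dH1-depleted cells these shares were 35.7% and 43.7%. Peaks of either replicate were then merged into 4767 regions for untreated cells and 11551 for dH1-depleted cells. Of the untreated regions, 3891 (81.6%) were overlapped by a peak of dH1-depleted cells. When the peaks of dH1-depleted cells were shifted at random along each sequence 1000 times, this share was 15.4% on average (permutation test, one-sided, *p* = 0.001, the smallest value that 1000 shifts can give). Overlap was higher for the untreated regions on heterochromatic sequences, which are the Het sequences, U and Uextra of dm3 (97.2% of 1578), than for those on the chromosome arms (73.9% of 3189). In the other direction, 4130 of the regions of dH1-depleted cells (35.8%) were overlapped by a peak of untreated cells, in front of 6.76% after shifting. In this direction the share was nearly the same on heterochromatic sequences (36.1% of 4481) and on the chromosome arms (35.5% of 7069). The choice that moved the shares over all sequences most was to keep only regions called in both replicates of a condition. It gave 51.7% of 3002 untreated regions and 64.6% of 2417 regions of dH1-depleted cells.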

Immunoprecipitation with S9.6 antibodies detected a high number of enriched genomic regions in both control and dH1-depleted cells, which strongly overlapped (Supplementary Fig. 7a). These regions, which distributed along the entire genome (Supplementary Fig. 7b) and located at both coding and intergenic regions (Supplementary Fig. 7c), were strongly reduced upon RNH treatment (Supplementary Fig. 7c), suggesting that a significant proportion of the genome is involved in R-loops formation. 

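The heterochromatic sequences (2LHet, 2RHet, 3LHet, 3RHet, XHet, YHet, U and Uextra) held 34.7% (95% Wilson interval 33.2–36.1%) and 36.5% (34.9–38.0%) of the S9.6 peaks in replicates 1 and 2 of untreated cells. In dH1-depleted cells they held 41.5% (40.5–42.5%) and 40.4% (39.1–41.7%). The intervals cover counting error only. Without RNH treatment, peaks on heterochromatic sequences ranked higher by score than the other peaks of their list. Their median percentile was between 57.8 and 68.0 in the 4 lists without RNH treatment, in front of 40.3 to 44.9 for the other peaks. Of the RNH-treated lists, dH1-depleted replicate 1 went the other way (48.9 in front of 61.1), while heterochromatic peaks ranked higher in the others. After RNH treatment, 1001 and 903 peaks were called in replicates 1 and 2 of untreated cells and 442 and 839 in those of dH1-depleted cells. These were 4.01 and 4.22 times fewer than without RNH treatment in untreated cells and 21.2 and 6.59 times fewer in dH1-depleted cells. In base pairs covered, the fall in dH1-depleted replicate 1, the list of narrow peaks, was no longer the largest. It was from 2745427 bp to 686754 bp there and from 8551389 bp to 1602117 bp in dH1-depleted replicate 2. In replicates 1 and 2 of untreated cells it was from 6024743 bp to 1449620 bp and from 5601856 bp to 1179661 bp. The mean log2 ratio of RNH-treated to RNH-untreated peaks was -2.80 ± 1.12 (SD, *n* = 4 pairs; exact sign-flip test, 2-sided, *p* = 0.13, the smallest value that 4 pairs can give). Leaving out the peaks on Uextra moved this mean most, to -4.19. A peak called after RNH treatment in the same replicate overlapped 15.4% ± 0.447 of the RNH-untreated peaks in untreated cells and 6.01% ± 0.608 in dH1-depleted cells (SD, *n* = 2 each). This difference was larger than the spread between replicates (exact permutation test, 2-sided, *p* = 0.33, with 2 libraries in each condition), but it rested on Uextra, without which the shares were 3.40% and 3.30%. On the chromosome arms the overlapped share was 2.04% ± 0.248 in untreated and 2.76% ± 1.25 in dH1-depleted cells. On heterochromatic sequences it was 39.8% ± 2.16 in untreated and 10.7% ± 0.157 in dH1-depleted cells. The peaks left after RNH treatment were mostly heterochromatic, with 90.0%, 91.6% and 85.7% of the peaks in both untreated replicates and in dH1-depleted replicate 1, and 55.3% in dH1-depleted replicate 2. Uextra accounted for a part of this, since of the peaks outside Uextra 52.8%, 54.5%, 48.8% and 13.4% were heterochromatic in these lists, in the same order. Without RNH treatment, the shares outside Uextra were 9.95%, 9.97%, 16.1% and 18.8%. Outside Uextra the share was thus higher after RNH treatment in both untreated replicates and in dH1-depleted replicate 1, and lower in dH1-depleted replicate 2. A peak that is missing after RNH treatment had fallen below the threshold of the peak calling, and the lists do not give by how much its coverage fell. The location of the peaks at coding and intergenic regions was not analysed here.

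**Figure D2:**
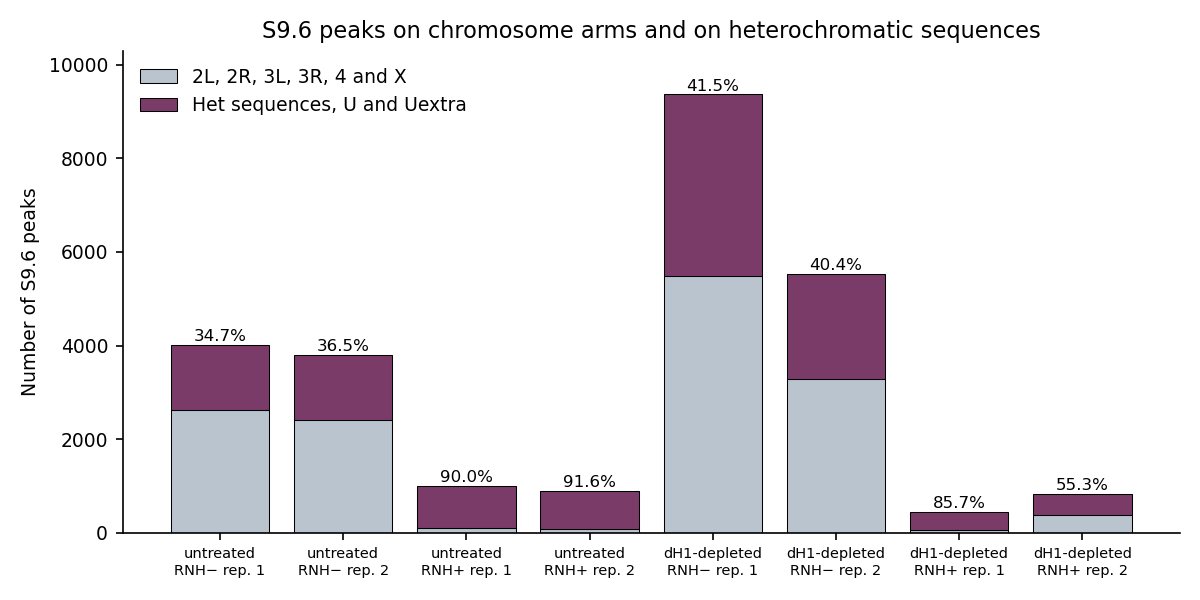
Number of S9.6 peaks in each of the 8 lists, on the chromosome arms (grey) and on heterochromatic sequences (purple), before (RNH−) and after (RNH+) RNH treatment. The percentage above each bar is its heterochromatic share, which is highest, at 91.6%, in untreated replicate 2 after RNH treatment.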

Others obtained similar results in mammalian cells^37, 38^. Differential enrichment analysis of the regions showing >30% reduction on coverage after RNH treatment detected 189 regions where R-loops abundance specifically increased in dH1-depleted cells, in front of only 14 where R-loops abundance was reduced upon dH1 depletion. 

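The differential analysis used read coverage, which the peak lists do not hold, so regions were compared here by whether a peak was called in them. The 4 RNH-untreated lists were merged into 12155 regions. Of these, 516 were called in both replicates of dH1-depleted cells and in neither replicate of untreated cells, and 293 were called in both replicates of untreated cells and in neither replicate of dH1-depleted cells. Leaving out the regions where a peak was also called after RNH treatment in the same condition left 482 regions called only in dH1-depleted cells and 290 called only in untreated cells. The RNH-treated lists of the other condition were not used, so some of these regions may hold a peak there. No test was made on the counts of regions, which rest on 2 libraries in each condition. For comparison, 201 regions were called in both libraries numbered 1 and in neither of the others, and 189 in both libraries numbered 2. Other pairs that mix the conditions shared 172 (dH1-depleted replicate 1 and untreated replicate 2) and 262 regions (dH1-depleted replicate 2 and untreated replicate 1). These counts depended on the length of the lists. With the 3807 peaks of highest score taken from each list, 99 regions were called only in dH1-depleted cells and 627 only in untreated cells. The share of dH1-depleted cells among the regions called in a single condition was thus 13.6%, in front of 62.4% with all peaks. The lowest score kept was 91.12 and 76.41 in dH1-depleted replicates 1 and 2, and 53.18 and 50.01 in the untreated ones. The cut took peaks mostly from the dH1-depleted lists, which tends to lower their count and raise that of untreated cells. With peaks of score 100 and above, 188 regions were called only in dH1-depleted cells and 137 only in untreated cells. With a single replicate in place of 2, the numbers were 5989 and 1683 for replicate 1 and 2717 and 957 for replicate 2. Among the 482 regions, those with the highest score percentile in the lower of their 2 replicates lay on U from 9667339 to 9669220 (dm3), on Uextra from 5013277 to 5014428, on 2L from 19147089 to 19154817, on 2R from 6546817 to 6554097 and on 3R from 14246572 to 14248811. The region on U was at percentile 92.1 in both dH1-depleted lists, while the region on 3R was at percentiles 78.9 and 86.8 in replicates 1 and 2. Among the 290 regions called only in untreated cells, those ranked highest by the same rule lay on X from 3275797 to 3278527, at percentiles 85.5 and 76.9, and on 3LHet from 597198 to 598818, at percentiles 84.7 and 70.3. The genes at these positions were not analysed here.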

R-loops regions specific of dH1-depleted cells were highly enriched in repetitive DNA sequences (Fig. 5a), both TE and satellite DNAs, which were detected in ~ 95% of them. Permutation experiments corroborated the strong enrichment in repetitive DNA elements of the R-loops regions specific of dH1-depleted cells (permutation test *p*-value <0.0002; Fig. 5b). DRIP-qPCR experiments confirmed these results since dH1 depletion significantly increased the proportion of repetitive DNA sequences immunoprecipitated by S9.6 antibodies and RNH treatment abolished this increase (Fig. 5c). Table 1 summarizes the repetitive DNA elements at which differential R-loops enrichment was specifically detected in dH1-depleted cells. These results suggest that, similar to γH2Av, R-loops accumulate in heterochromatin upon dH1 depletion. 

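Heterochromatic sequences held 227 of the 482 regions called only in dH1-depleted cells (47.1%, 95% Wilson interval 42.7–51.6%). Of these, 138 lay on Uextra and 37 on U, which the paper describes as unassembled and highly repetitive, and 52 on the Het sequences. Of all 12155 merged regions, 36.5% were heterochromatic, and 10000 random draws of as many regions gave between 32.4% and 40.7% in 95% of the draws. The permutation test (2-sided) on these draws gave *p* = 0.0001, the smallest value that they can give, and Fisher's exact test gave an odds ratio of 1.58 (*p* = 1.26e-06). Of the 290 regions called only in untreated cells, 10 were heterochromatic (3.45%, interval 1.88–6.23%; permutation test on 10000 draws, 2-sided, *p* = 0.0001). Adjustment for the 2 comparisons (Benjamini-Hochberg) left both permutation values at 0.0001. These tests take regions, not replicates, as units, and copies of a repeated element are counted separately. The excess in the regions called only in dH1-depleted cells depended on the peaks used and on the regions they were compared with. Without Uextra, 25.9% of 344 regions were heterochromatic, in front of 15.0% of all regions (permutation test on 10000 draws, 2-sided, *p* = 0.0001, the smallest possible). With equal numbers of peaks from each list, 49.5% of 99 regions were heterochromatic, in front of 40.4% of all regions (permutation test, 2-sided, *p* = 0.0653). With peaks of score 100 and above the shares were 55.9% and 49.1% (same permutation test, *p* = 0.0615). With a single replicate they were 39.5% and 37.8% for replicate 2, and 36.8% and 36.7% for replicate 1. Compared only with the 2421 regions called in both replicates of dH1-depleted cells, of which 51.8% were heterochromatic, the share of 47.1% was lower instead of higher (permutation test, 2-sided, *p* = 0.0197). This last comparison was chosen after seeing the data. In regions called only in untreated cells, the heterochromatic share was below that of the regions they were compared with in each of these settings. Across libraries, the heterochromatic share of all peaks without RNH treatment was higher in both replicates of dH1-depleted cells than in both replicates of untreated cells. The difference was 0.33 on the log2 odds scale, above the spread between replicates (0.0934), and the exact permutation test (2-sided) of 2 libraries against 2 gave *p* = 0.33. With equal numbers of peaks the difference was 0.94, where the share was 59.2% and 44.2% in replicates 1 and 2 of dH1-depleted cells and 35.3% and 36.5% in those of untreated cells. This cut by score shortened mostly the dH1-depleted lists, and heterochromatic peaks ranked higher by score in them. It therefore tends to raise their heterochromatic share. With peaks of score 100 and above the difference was 0.51, but the libraries of the conditions overlapped (exact permutation test, 2-sided, *p* = 0.667). From the repetitive DNA sequences found in the regions specific of dH1-depleted cells and from DRIP-qPCR (Fig. 5a–c, Table 1), the paper proposes that R-loops accumulate in heterochromatin upon dH1 depletion, as it describes for γH2Av.

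**Figure D3:**
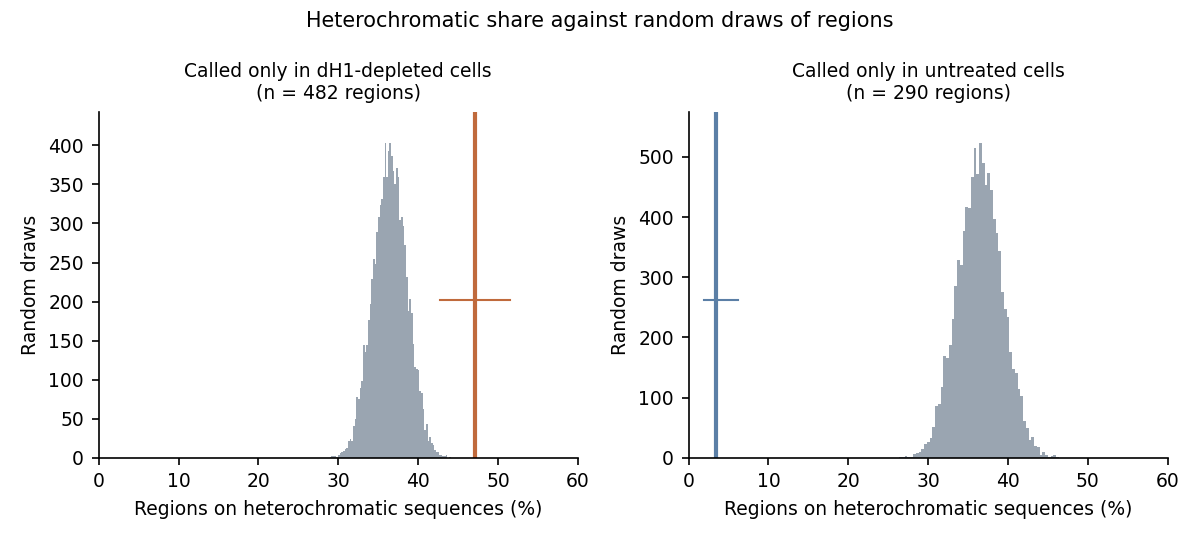
Share of regions on heterochromatic sequences (%) in 10000 random draws from all merged regions (grey, number of draws on the vertical axis) and in the regions called only in dH1-depleted cells (left, orange) or only in untreated cells (right, blue). Thick vertical lines are the observed shares, 47.1% and 3.45%, and horizontal lines their 95% Wilson intervals.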

IF experiments performed in polytene chromosomes from dH1-depleted *his1* ^*RNAi*^ flies were consistent with these results since we detected high S9.6 reactivity in the heterochromatic chromocenter that was abolished by RNH1 expression (Supplementary Fig. 8).

**Fig. 5:**
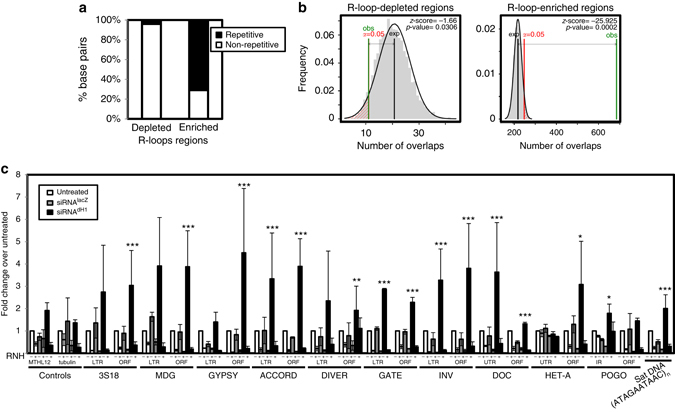
R-loops induced by dH1 depletion accumulate in heterochromatin. **a** The proportion of base pairs (bp) matching to repetitive and non-repetitive elements, as determined by RepeatMasker analysis, are presented for regions showing specific R-loops enrichment and depletion in dH1-depleted cells respect to control untreated cells. **b** Permutation experiments showing statistical significance of the enrichment in repeated DNA sequences of the regions showing specific R-loops enrichment (*right*) and depletion (*left*) in dH1-depleted cells respect to control untreated cells. The frequency of the number of overlaps with repetitive DNA elements, as determined by the regioneR package using the UCSC dm3 RepeatMasker track (March 2017), is presented based on 5000 random permutations of the experimentally identified regions. The average expected number of overlaps (*black*) is compared with the observed number of overlaps (*green*). The *α* = 0.05 confidence interval is indicated (*red*). *z*-scores and permutation test *p*-values of the differences are also indicated. **c** DRIP-qPCR analyses at the indicated regions in siRNA^dH1^ cells, siRNA^lacZ^ and untreated cells. Before immunoprecipitation samples were treated with bacterial RNH (+) or not (−) (*N* = 2). For each position, the fold-change respect to the untreated condition at this position is presented. *Error bars* are s.e.m. The *p*-values of siRNA^dH1^ with respect to siRNA^lacZ^ are indicated (no asterisk >0.05, *<0.05, **<0.01, ***<0.005; two-tailed Student’s *t*-test)

We also performed labeling experiments to analyze the effects of dH1 depletion on DNA replication. Double IdU/CldU pulse labeling showed that, compared to control cells, DNA replication progressed slowly in dH1-depleted cells, as determined from the reduced length of the 2nd label (Fig. 6a, left). In addition, the ratio of the lengths of the two labels (asymmetry index), which measures the propensity of replication to stall^24, 39^, increased (Fig. 6a, right). RNH1 expression abolished these defects, suggesting that they are associated with R-loops formation. We also observed that dH1 depletion induced significant EdU incorporation in heterochromatin during early S-phase, while it was constrained to mid/late S-phase in control cells (Fig. 6b and c), suggesting that heterochromatin replicates earlier in dH1-depleted cells than in control cells.

**Fig. 6:**
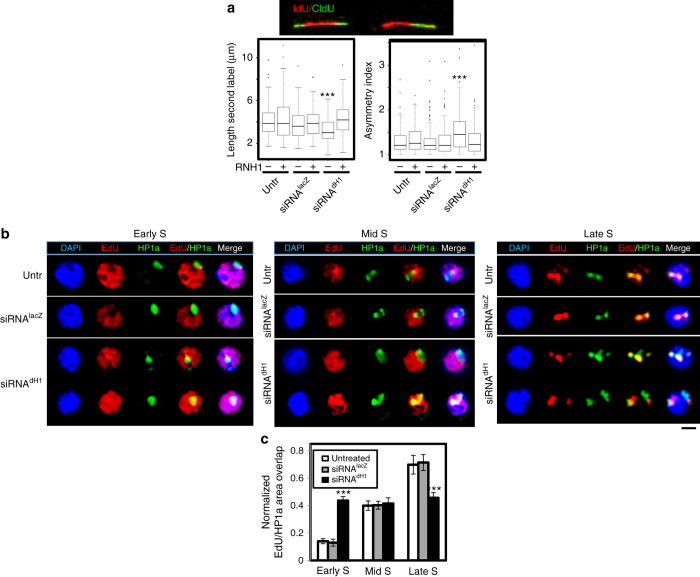
dH1 depletion affects DNA replication. **a** On the *top*, DNA fibers labeled with a double pulse of IdU (1^st^ label, *red*) and CldU (2^nd^ label, *green*). On the *bottom*, box-plots showing the length of the 2^nd^ label (*left*) and the asymmetry index (*right*) of DNA fibers obtained from siRNA^dH1^, siRNA^lacZ^ and untreated cells overexpressing RNH1 ( + ) or not (−) (*n* > 100 for each condition). *Error bars* are s.e.m. The *p*-values of siRNA^dH1^ respect to siRNA^lacZ^ are indicated (no asterisk >0.05, ***<0.005; two-tailed Wilcoxon test). **b** Staining for EdU (*red*) and immunostaining with αHP1a (*green*) of siRNA^dH1^, siRNA^lacZ^ and untreated cells sorted at early, mid and late S-phase. DNA was stained with DAPI (*blue*). *Scale bar* corresponds to 4 μm. **c** The extent of EdU/HP1a colocalization determined as the normalized proportion of total αHP1a area that shows EdU incorporation is presented (*n* > 50 for each condition). *Error bars* are s.e.m. The *p*-values of siRNA^dH1^ respect to siRNA^lacZ^ are indicated (no asterisk >0.05, ***<0.005; two-tailed Student’s *t*-test)

### HP1a depletion does not induce R-loops accumulation

Next, we addressed whether the accumulation of R-loops detected in heterochromatin of dH1-depleted cells was simply the consequence of the relief of silencing caused by dH1 depletion^10, 11, 15^. For this purpose, we performed depletion of HP1a, an essential heterochromatin component that is also required for silencing^26^. Despite the strong upregulation of heterochromatin elements observed in HP1a-depleted cells (Supplementary Fig. 9a), no significant S9.6 reactivity was detected by IF (Fig. 7a). Similarly, S9.6 reactivity at the heterochromatic chromocenter of HP1a-depleted polytene chromosomes remained low in comparison to that observed in dH1-depleted polytene chromosomes (Supplementary Fig. 9b). DRIP-qPCR experiments confirmed these results since no significant R-loops were detected at heterochromatic elements in HP1a-depleted cells (Fig. 7c). Concomitant to the lack of S9.6 reactivity, HP1a depletion did not increase γH2Av content, as determined by IF (Fig. 7a) and WB analyses (Fig. 7b). Furthermore, HP1a depletion in the wing imaginal disc did not induce the strong apoptotic wing phenotype observed upon dH1 depletion^11^ (Supplementary Fig. 9c), which is associated with R-loops accumulation (Fig. 8a and b). ChIP-qPCR experiments showed that dH1 depletion reduced HP1a occupancy at heterochromatic elements (Fig. 7d), which is consistent with a role in tethering Su(var)3–9 to heterochromatin to regulate H3K9me2,3^15^ and, thus, HP1a binding. Conversely, HP1a was not required for dH1 binding to heterochromatin since HP1a depletion did not significantly reduced dH1 occupancy at heterochromatic elements (Fig. 7e). Notably, DRIP-qPCR experiments showed that co-depletion of dH1 in HP1a-depleted cells restored R-loops accumulation in heterochromatin (Fig. 7c). Altogether these results indicate that, in HP1a-depleted cells, relief of heterochromatin silencing per se does not induce R-loops accumulation unless dH1 is also depleted, suggesting that dH1 plays a specific role in preventing R-loops accumulation in heterochromatin.

**Fig. 7:**
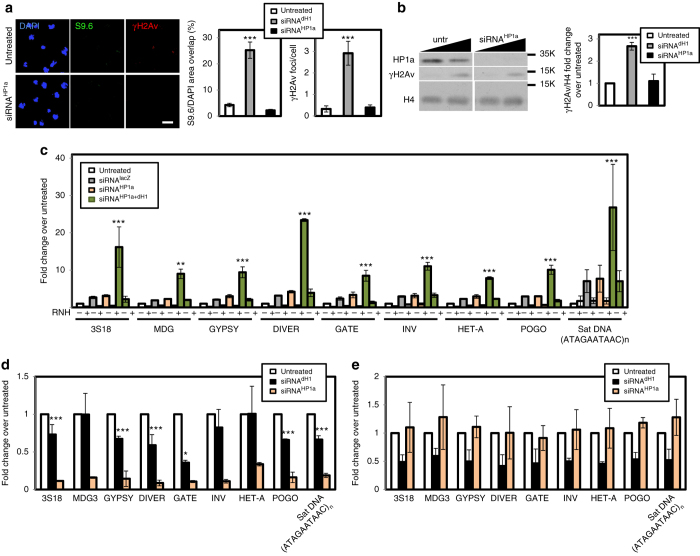
HP1a depletion does not induce R-loops accumulation. **a** Immunostainings with αγH2Av (*red*) and S9.6 (*green*) antibodies of siRNA^HP1a^ and control untreated cells. *Scale bar* corresponds to 20 μm. On the *right*, S9.6 (*left*) and γH2Av (*right*) reactivities determined as the proportion of DAPI area stained with S9.6 antibodies and the number of γH2Av foci per cell are presented (*n* > 50 for each condition). The values obtained for siRNA^dH1^ cells are included for comparison. *Error bars* are s.e.m. The *p*-values of siRNA^dH1^ and siRNA^HP1a^ respect to untreated are indicated (no asterisk >0.05, ***<0.005; two-tailed Student’s *t*-test). **b** WB analyses with αHP1a, αγH2Av and αH4 antibodies of increasing amounts of extracts (lanes 1–2) prepared from siRNA^HP1a^ and untreated cells. The positions corresponding to molecular weight markers are indicated. On the *right*, quantitative analysis of the results (*N* = 2). The values obtained for siRNA^dH1^ cells are included for comparison. *Error bars* are s.e.m. The *p*-values of siRNA^dH1^ and siRNA^HP1a^ respect to untreated are indicated (no asterisk >0.05, ***<0.005; two-tailed Student’s *t*-test). **c** DRIP-qPCR analyses at the indicated repetitive elements in siRNA^HP1a^, siRNA^HP1a+dH1^, siRNA^lacZ^ and untreated cells. Before immunoprecipitation samples were treated with bacterial RNH (+) or not (−) (*N* = 2). For each repetitive element, the fold-change respect to the untreated condition at this repetitive element is presented. *Error bars* are s.e.m. The *p*-values of siRNA^HP1a^ and siRNA^HP1a+dH1^ respect to siRNA^lacZ^ are indicated (no asterisk >0.05, **<0.01, ***<0.005; two-tailed Student’s *t*-test). **d** HP1a ChIP-qPCR analysis at the indicated repetitive elements in siRNA^HP1a^, siRNA^dH1^ and untreated cells. For each repetitive element, the fold-change respect to the untreated condition at this repetitive element is presented. *Error bars* are s.e.m. The *p*-values of siRNA^dH1^ respect to siRNA^lacZ^ are indicated (no asterisk >0.05, ***<0.005; two-tailed Student’s *t*-test). **e** as in **d** but for dH1 ChIP-qPCR analysis

**Fig. 8:**
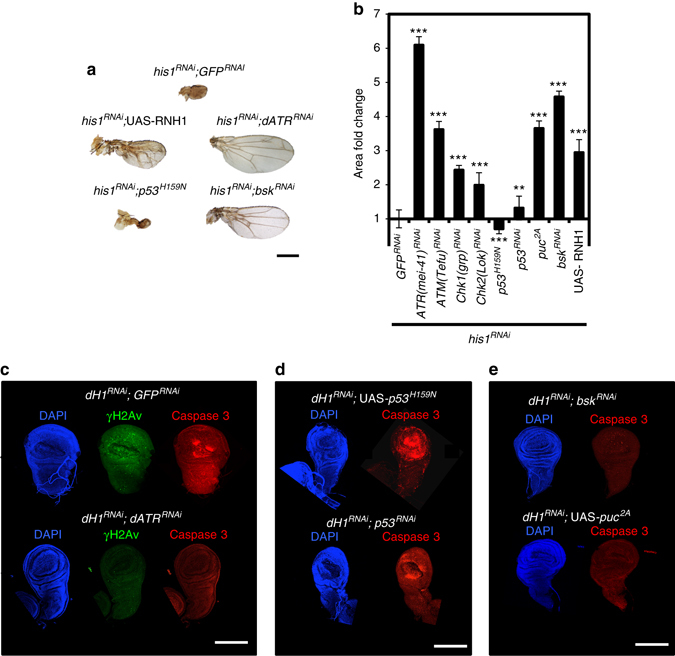
R-loops induced by dH1 depletion activate JNK-dependent apoptosis. **a** Wings from dH1-depleted *his1* ^*RNAi*^ flies of the indicated genotypes where dH1 depletion was induced in the pouch region of the wing imaginal disc. *Scale bar* corresponds to 500 μm. **b** Quantitative analysis of the wing area of dH1-depleted *his1* ^*RNAi*^ flies of the indicated genotypes. Data is expressed as fold change respect to control dH1-depleted *his1* ^*RNAi*^ *; GFP* ^*RNAi*^ (*n* > 20 for each condition). *Error bars* are s.e.m. The *p*-values respect to control *his1* ^*RNAi*^ *; GFP* ^*RNAi*^ are indicated (**<0.01, ***<0.005; two-tailed Student’s *t*-test). **c** Immunostaining with αγH2Av (*green*) and αCaspase 3 (*red*) of wing imaginal discs from dH1-depleted *his1* ^*RNAi*^ flies upon d*ATR* ^*RNAi*^ co-depletion (*bottom*) or not (*top*). DNA was stained with DAPI (*blue*). **d** Immunostaining with αCaspase 3 (*red*) of wing imaginal discs from dH1-depleted *his1* ^*RNAi*^ flies upon *p53* ^*RNAi*^ co-depletion (*bottom*) or *p53* ^*H159N*^ overexpression (*top*). DNA was stained with DAPI (*blue*). **e** As in **d** but upon *bsk* ^*RNAi*^ co-depletion (*top*) or *puc* ^2A^ overexpression (*bottom*). *Scale bars* in **c**–**e** are 200 μm

### dH1 depletion induces JNK-dependent apoptosis

dH1 depletion in the wing imaginal disc of *his1* ^*RNAi*^ flies induced a strong apoptotic wing phenotype^11^ (Fig. 8a and b). This phenotype was the consequence of activation of the DNA damage response (DDR) since it was significantly rescued by simultaneous depletion of the main DDR components dATR/mei-41, dATM/Tefu, dChk1/grp and dChk2/Loki (Fig. 8a and b). Notably, expression of human RNH1, which did not affect wing development in wild-type flies (Supplementary Fig. 10), significantly rescued the wing phenotype of dH1-depleted *his1* ^*RNAi*^ flies (Fig. 8a and b), suggesting that DDR induced by dH1 depletion is associated with R-loops accumulation. Interestingly, depletion of dATR/mei-41 resulted in the strongest rescue (Fig. 8a and b) and, under these conditions, γH2Av and activated caspase-3 were undetectable in the wing imaginal disc (Fig. 8c). We also observed that overexpression of the dominant negative p53^H159N^ form did not rescue the wing phenotype of dH1-depleted *his1* ^*RNAi*^ flies (Fig. 8a and b) and activated caspase-3 levels in the wing imaginal disc remained high (Fig. 8d). Moreover, depletion of p53 had only minor effects (Fig. 8a, b and d). In contrast, inactivation of the JNK-pathway by depletion of dJNK/*basket* or overexpression of the *pucker* phosphatase strongly rescued both the wing phenotype (Fig. 8a and b) and activated caspase-3 levels (Fig. 8e). Altogether, these results suggest that R-loops accumulation induced by dH1 depletion activates DDR and JNK-dependent apoptosis.

## Discussion

Results reported here support a model by which depletion of *Drosophila* linker histone dH1 relieves transcriptional silencing of heterochromatic elements, inducing R-loops accumulation and, ultimately, DNA damage, genomic instability and apoptosis (Fig. 9). Interestingly, in *Caenorhabditis elegans*, derepression of repetitive elements also results in R-loops accumulation^40^. Several factors are likely contributing to the accumulation of R-loops that dH1 depletion induces in heterochromatin. On one hand, due to their heterochromatic nature, a high proportion of the transcripts induced by dH1 depletion are probably aberrant and, thus, they are likely processed and exported inefficiently, a circumstance that facilitates R-loops formation^41, 42^. Increased stalling of RNApol II in heterochromatin could also contribute to R-loops accumulation since stalling facilitates R-loops formation^43^ and heterochromatin poses a general challenge to transcription. Finally, our results suggest that dH1 plays a specific role in preventing R-loops accumulation in heterochromatin since HP1a depletion, which relieves heterochromatin silencing without affecting dH1 binding, does not induce R-loops accumulation. It is possible that, through the recruitment of specific factors, dH1 regulates R-loops dynamics in heterochromatin. In this regard, dH1 has been shown to co-immunoprecipitate with multiple factors that could prevent R-loops formation or be involved in their resolution. These include several factors associated with RNA and DNA helicase activities, DNA topoisomerases, and factors involved in RNA processing and transport^44, 45^ (Supplementary Table 1). Interestingly, some of these factors are known to localize to heterochromatin and affect heterochromatin silencing^46–48^.

**Fig. 9:**
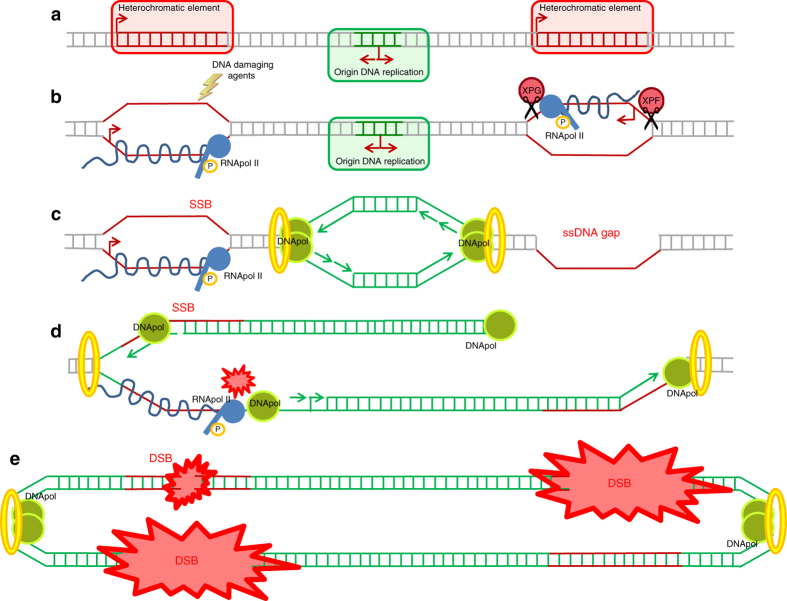
Model for the contribution of dH1 to maintenance of genome integrity. In the absence of dH1, expression of heterochromatic elements is upregulated **a**, inducing the accumulation of R-loops **b** that could generate SSBs through targeting of the ssDNA regions by DNA-damaging agents or ssDNA gaps through processing of the DNA:RNA hybrids by the NER system **b** and **c**. During DNA replication, SSBs and ssDNA gaps are converted into DSBs **d** and **e**. Collisions with the replication machinery could also stall replication fork progression and generate DSBs **d** and **e**

Our results indicate that DNA damage induced by dH1 depletion is associated with R-loops accumulation since it is abolished by expression of RNH1, which removes R-loops. The link between R-loops and DNA damage is well established. In particular, several studies suggest that R-loops cause replication fork stalling/collapse, inducing DNA damage^24, 25^. However, while DNA damage induced by dH1 depletion is mainly replicative, abundant R-loops are detected in G1-phase. Several mechanisms could account for the replicative stress caused by R-loops formed during G1-phase (Fig. 9). On one hand, targeting by DNA-damaging agents of the ssDNA in the R-loop has been shown to produce SSBs^49, 50^ that are converted into DSBs during DNA replication. Moreover, the nucleotide-excision repair (NER) machinery has been shown to process the DNA:RNA hybrid in the R-loop^51^, resulting in ssDNA gaps that provoke DSB during replication. Finally, taking into consideration the possibility that dH1 is involved in the recruitment of R-loops destabilizing factors, its depletion could significantly extend the relatively short half-life of R-loops^38^ to reach S-phase. In this regard, S-phase sorted cells showed intense S9.6 reactivity that, most puzzling, was not significantly reduced upon transient expression of human RNH1 in vivo. However, S9.6 reactivity was significantly decreased, though not abolished, when S-phase sorted cells were treated with bacterial RNH prior to immunostaining, suggesting that, at least in part, it was due to R-loops. It is possible that, in S-phase, RNH1 activity is tightly regulated to control degradation of DNA:RNA hybrids that prime lagging-strand DNA replication. Human RNH1 might miss this regulation in *Drosophila* cells. The lack of developmental defects associated with RNH1 overexpression in wild-type flies support this possibility since, if targeting DNA:RNA hybrids efficiently in S-phase, RNH1 overexpression must compromise their metabolism during DNA replication and affect development. In addition, significant S9.6 reactivity persisted after treatment of S-phase sorted cells with bacterial RNH treatment in vitro. This residual S9.6 reactivity was strongly reduced to basal levels upon treatment with RNase A, suggesting that S9.6 antibodies, which recognize dsRNAs with low affinity^52, 53^, might also be detecting relatively abundant RNA species in S-phase.

dH1 depletion in the wing imaginal disc activates DDR and leads to apoptosis. RNH1 expression rescues apoptosis induced by dH1 depletion, indicating that it is associated with R-loops accumulation. From this point of view, our results provide a molecular understanding of the essential role that dH1 plays in cell and organismal viability, suggesting that it is linked to its role in preventing R-loops-induced replicative stress in heterochromatin. Consistent with this hypothesis, DNA damage induced by dH1 depletion is mainly signaled by dATR/mei-41, which is preferentially activated in response to replicative stress^54^. We also show that apoptosis induced by dH1 depletion is JNK-dependent. Interestingly, JNK-dependent apoptosis has been previously reported in *Drosophila* in response to aneuploidy and to limit radiation-induced DNA damage^55, 56^.

Our results suggest that, concomitant to R-loops accumulation, dH1 depletion induces premature heterochromatin replication in early S-phase. Notably, in *Physarum*, H1 depletion alters replication timing, shifting late replicating regions into early replication^57^. Interestingly, R-loops have been shown to efficiently prime DNA replication^58^. Thus, it is tempting to speculate that their accumulation in heterochromatin could induce unscheduled initiation resulting in early heterochromatin replication. Our results also suggest that R-loops induced by dH1 depletion slow down DNA replication globally. 

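Away from the heterochromatic sequences, 255 regions of the chromosome arms 2L, 2R, 3L, 3R, 4 and X were called only in dH1-depleted cells and 280 only in untreated cells in the DRIP-seq lists, a ratio of 0.911. Repeated elements on the arms were not analysed, so these counts do not tell repeated from other sequences of the arms. On heterochromatic sequences 227 regions were called only in dH1-depleted cells and 10 only in untreated cells, a ratio of 22.7. Fisher's exact test (2-sided) on these counts gave an odds ratio of 24.9 (*p* = 1.29e-44), with regions and not replicates as units. The ratio on heterochromatic sequences was 6.56 with peaks of score 100 and above, 11.0 with replicate 1 alone and 7.51 with replicate 2 alone. The ratio on the arms was 0.967 when the narrow peaks of dH1-depleted replicate 1 were widened, a setting chosen after seeing the data. It was 0.686 with peaks of score 100 and above and 0.0862 with equal numbers of peaks from each list, where the ratio on heterochromatic sequences fell to 1.04. Equal numbers took peaks mostly from the dH1-depleted lists, which tends to lower both ratios. With replicate 1 alone and with replicate 2 alone, the ratio on the arms was above 1, at 2.56 and 2.02. In number of peaks, the arms held 5478 and 3295 peaks in replicates 1 and 2 of dH1-depleted cells, in front of 2624 and 2419 in untreated cells, and these numbers also depend on the unknown depth of the libraries.

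**Figure D4:**
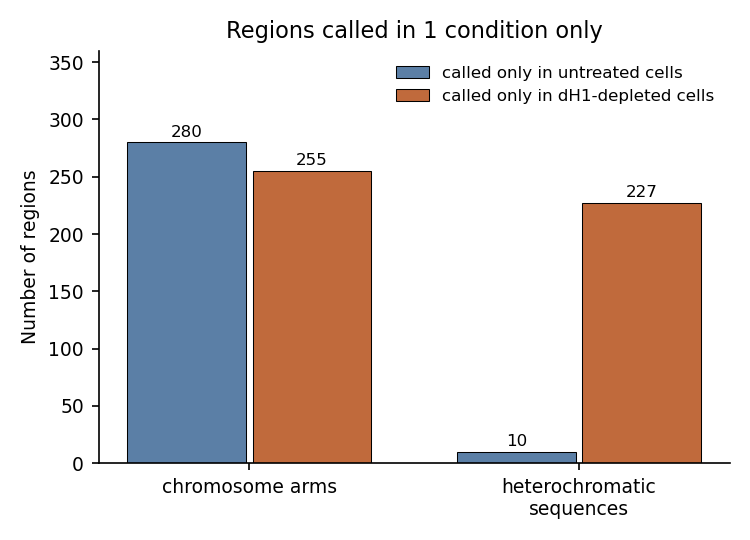
Number of regions called in both replicates of only untreated (blue) or only dH1-depleted cells (orange), without a peak after RNH treatment, on the chromosome arms and on heterochromatic sequences. The bars are 280 and 255 regions on the arms and 10 and 227 on heterochromatic sequences.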

Whether this effect reflects direct collisions between incoming replication forks and R-loops-induced lesions remains unclear since no general R-loops accumulation, or γH2Av increase, was detected in dH1-depleted cells. In this regard, it is also possible that the effects on global DNA replication are an indirect consequence of checkpoint activation, and/or uncoordinated initiation of DNA replication^54, 59^, caused by the abnormal R-loops accumulation and DNA damage induced by dH1 depletion in heterochromatin. At this stage, a better understanding of the contribution of dH1 to the general pattern of DNA replication, and its dynamics during replication, appears essential.

The contribution of dH1 to R-loops dynamics and maintenance of genome stability are likely conserved. In *S*. *cerevisiae*, deletion of the H1-like gene *Hho1* results in genomic instability and hyperrecombination in the highly repetitive rDNA locus^60^, a defect that, among several possibilities, could arise from increased R-loops formation. Furthermore, in *Drosophila*, expression of several human H1 variants rescues the apoptotic wing phenotype associated with dH1 depletion in the wing imaginal disc^11^, suggesting that human H1s can also prevent R-loops accumulation. In summary, our results unveil a novel and essential contribution of linker histones H1 to R-loops dynamics in heterochromatin and, thus, to maintenance of genome integrity and stability, a function that is highly compromised in cancer and is central for cell and organismal viability.

## Methods

### Antibodies

Mouse monoclonal S9.6, rabbit polyclonal αCID and rat polyclonal αHP1a are described in^34, 61, 62^. Rabbit polyclonal αdH1 was kindly provided by Dr Kadonaga and is described in ref. ^11^. All other antibodies used in these experiments were commercially available: monoclonal mouse αγH2Av (DSHB, UNC93-5.2.1) or rabbit αγH2Av (Rockland, 600-401-914), rabbit polyclonal αH2Av (Active Motif, 39716), rabbit polyclonal αH4 (Abcam Ab10158), rabbit polyclonal αCaspase 3 (Cell Signalling, 9661S), mouse polyclonal α−βtubulin (EMD-Millipore, MAb3408), rat monoclonal αBrDU, (AbD Serotec, OBT0030G) and mouse monoclonal αBrDU (Becton Dickinson, 347580). Commercial secondary antibodies used for immunofluorescence were either coupled to cyanines (Jackson) or to Alexa fluorophores (ThermoFisher), and to horseradish peroxidase for WB (Jackson).

### Fly stocks and procedures

*Tefu*(*dATM*)^RNAi^ (V22502), *mei-41*(*dATR*)^RNAi^ (V103624), *grapes*(*dChk1*)^RNAi^ (V12680), *Loki* (*dChk2*)^RNAi^ (V110342), *dp53* ^RNAi^ (V38235) and *basket*(d*JNK*)^RNAi^ (V104569) lines were obtained from the Vienna *Drosophila* Resource Center (VDRC), and UAS-*p53* ^*H159N*^ (BL8420) line from the Bloomington Stock Center. *his1* ^*RNAi*^ (31617R-3) line was obtained from NIG-FLY and is described in ref. ^11^. *GFP* ^RNAi^ and *hp1a* ^*RNAi*^ lines are described in ref. ^61^. *nub*-GAL4 and UAS-*Dic2* were kindly provided by Dr. Casali and are described in Bloomington Stock Center. UAS-*puc* ^2A^ was kindly provided by Dr Martín-Blanco. UAS-RNH1 (human) line was prepared by subcloning the corresponding cDNA from pcDNA3-RNH1^63^ into pUAST, and injected for random integration into w^1118^ embryos.

dH1 depletion was induced in the pouch region of the wing imaginal discs and in polytene chromosomes using *his1* ^*RNAi*^; *nub*-GAL4; UAS-*Dic2* flies by themselves or combined with either additional RNAi lines or overexpression constructs. Similarly, HP1a depletion was induced in the same tissues using *hp1a* ^*RNAi*^; *nub*-GAL; UAS-*Dic2* flies. To analyze wing phenotypes, wings were prepared and recorded as described^11^. Wing images were measured and analyzed using FIJI software^64^.

### Knockdown experiments in S2 cells

For dH1 knockdown experiments, *Drosophila* S2 cells (ATCC CRL-1963) were grown to 5x10^5^ cell mL^−1^ and incubated for 8 days with 100 μg of dsRNA against dH1 or against LacZ (as a control) added to the culture at days 1, 4 and 7. For HP1a knockdown experiments, cells were incubated for 6 days with 30 μg of dsRNA against HP1a added to the culture at days 1 and 3. For HP1a + dH1 co-depletion, cells were incubated for 8 days with 100 μg of dsRNA against dH1 at days 1, 4 and 7 and with 30 μg of dsRNA against HP1a at days 5 and 7. dsRNA was prepared using MEGAscript T7 Transcription Kit (Ambion) and the primers indicated in Supplementary Table 2. The efficiency of depletion was determined by Western blot (WB) analyses using rabbit polyclonal αdH1 (1 : 20,000), rabbit polyclonal αH4 (1 : 2000) and rat polyclonal αHP1a (1 : 10,000) antibodies. The effects on H2Av and γH2Av were determined by WBs using αH2Av (1 : 2000) and αγH2Av (1 : 2000) antibodies. Uncropped WBs are shown in Supplementary Fig. 11.

### Single-cell electrophoretic analyses

For single-cell electrophoretic analyses, cells were placed on slides and embedded into a 0.5% low-melting agarose matrix, lysed overnight at 37 °C in neutral buffer (0.5 M EDTA, 0.5 mg mL^−1^ proteinase K, 2% sarkosyl, pH 8) or at 4 °C in alkaline buffer (2.5 M NaCl, 100 mM EDTA, 10 mM Trizma base, 1% sarkosyl, 1% Triton X-100, pH 10), and subjected to electrophoresis at 3 or 13 mA, respectively. After electrophoresis, slides were stained with 10 μg mL^−1^ Hoechst (Sigma) to visualize DNA. Images were recorded on a Nikon E1000 fluorescence microscope and processed using CASP software^65^.

### SCE experiments

For SCE experiments, cells were cultured in media containing 20 μg mL^−1^ BrdU (Sigma) for 48 h. Then cells were collected and incubated in hypotonic solution (50 mM glycerol, 5 mM KCl, 10 mM NaCl, 0.8 mM CaCl_2_, 10 mM sucrose) for 5 min, fixed in methanol:acetic acid (3:1, v/v) and placed drop-wise on slides. After drying, slides were incubated with 0.5 μg mL^−1^ Hoechst (Sigma), subjected to UV irradiation for 1 h, incubated in SSC (0.3 M sodium chloride, 0.03 M sodium citrate) at 62.5 °C for 2 h and stained with 20% Giemsa in Sorensen’s buffer (0.133 M Na_2_HPO_4_, 0.133 M KH_2_PO_4_, pH 7) for 25 min at room temperature and mounted in Permount media.

### X-ray irradiation

For X-ray irradiation, cells were subjected to 10 Gy in a Xylon SMART200 apparatus at room temperature. Aliquots were taken at specific time points and analyzed by WB using rabbit polyclonal αγH2Av (1 : 2000) and mouse polyclonal α-βtubulin (1:10,000). Uncropped WBs are shown in Supplementary Fig. 11.

### Cordycepin treatment

For inhibition of transcription, S2 cells were incubated with 200 μM cordycepin (Sigma-Aldrich) for 0, 2 and 4 h. After incubation, cells were processed for immunostaining as indicated below.

### Immunostaining Experiments

For Immunostaining experiments, cells were attached to slides pre-treated with concanavalin A, fixed in 4% *p*-formaldehyde, washed in PBS, permeabilized in PBST (PBS, 0.3% Triton), blocked in PBSTB (PBS, 0.3% Triton, 0.2% BSA) and incubated with primary antibody diluted in PBSTB. After incubation, cells were washed in the same solution, incubated with secondary antibody diluted 1 : 400 in PBSTB, washed again and mounted in DAPI-MOWIOL. For sorted cells, immobilization was performed immediately after sorting onto a slide using cytospeen and, then, cells were immunostained as described above. For immunostaining with S9.6 antibody, cells were incubated with 0.5% SDS in PBS prior to PBST treatment^63^. Antibody dilutions used were: rabbit polyclonal αγH2Av (1 : 500), mouse monoclonal S9.6 (1 : 500), and rat polyclonal αHP1a (1:400) and αdH1 (1:4000). Images were recorded on Leica TCS SPE and Leica TCS SP2 AOBS system confocal microscopes, and analyzed using FIJI software^64^. S9.6 immunostaining was filtered for DAPI colocalization. Briefly, for each nucleus, 0.5 μm thick confocal stacks were recorded from bottom to top in a Leica SPE confocal microscope. Stacks were then processed by filtering 8-bit images for S9.6 immunostaining with the corresponding 8-bit DAPI images to subtract S9.6 signals not colocalizing with DAPI and converted to RGB. For quantification, maximal projections of the RGB stacks were obtained and the total S9.6 area was determined and expressed as percentage of total DAPI area. Overlaps between γH2Av, S9.6, EdU and HP1a signals were determined on maximal RGB projections of the corresponding 0.5 μm thick confocal stacks and expressed as the proportion of area overlap. Statistical analysis of γH2Av, S9.6 and EdU colocalization with HP1a was performed in R version 2.15.3 fitting a generalized linear model and adjusting by total HP1a area.

For immunostaining in imaginal discs and polytene chromosomes, third instar larvae were prepared and immunostained^61^ with mouse polyclonal αγH2Av (1 : 100), rabbit polyclonal αCaspase 3 activated (1 : 100), rabbit polyclonal αdH1 (1 : 4000), mouse polyclonal αp53 (1 : 100), mouse monoclonal S9.6 (1 :500) and rat polyclonal αHP1a (1 : 500). For S9.6 immunostaining, polytene chromosomes were incubated for 5 min with 0.5% SDS in PBS after fixation and prior to blocking. Images were recorded on Leica TCS SPE and Leica TCS SP2 AOBS system confocal microscopes, and analyzed using FIJI software^64^. S9.6 immunostaining was filtered for DAPI colocalization as described above.

### FACS sorting

For FACS sorting, cells were fixed with ethanol and stained with 1 μg mL^−1^ DAPI (Sigma). The minimal quantity of S-phase cells sorted was established at 10^6^ cells for WB analyses and 10^5^ for immunostaining experiments. For sorting into early, mid and late S-phase, the S-phase was subdivided in three equally wide gates. Approximately 10^5^ cells for each S-subphase were sorted and used for immunostaining experiments. When indicated, sorted cells were treated before immunostaining with 2 μL (4U) of recombinant bacterial RNase H (RNH) (Invitrogen) alone or together with DNase-free RNase A at a final concentration of 0.2 mg mL^−1^ in PBS1X-0.1% Triton X-100 for 30 min at 37 °C.

### Transient RNase H1 (RNH1) expression in S2 cells

For experiments in which human RNH1 was transiently expressed, S2 cells were transfected with either 3 μg of plasmid pcDNA3-RNH1 expressing RNH1^63^ or the corresponding pcDNA3 empty plasmid (as control) using calcium phosphate precipitates. Cells were collected 48 h after transfection.

### EdU and double IdU+CldU labeling experiments

For EdU (5-ethynyl-2′-deoxyuridine) incorporation experiments, exponentially growing S2 cells were incubated with 10 μM EdU (ThermoFisher) for 10 min at 25 °C. Subsequent EdU click-it detection (ThermoFisher Scientific) was performed following manufacturer’s protocols. Briefly, detection is based on a copper-catalyzed covalent reaction between an azide (provided by EdU) and an alkyne (provided by the Alexa Fluor dye). To determine the extent of EdU incorporation in heterochromatin, 0.5 μm thick confocal slices were processed by filtering 8-bit images for HP1a immunostaining with the corresponding 8-bit EdU images, maximal projections were obtained, merged, converted to RGB, and quantified as described above.

For double IdU and CldU pulse labeling experiments, 2–3x10^6^ cells were supplemented with 40 μM IdU (Sigma I7125) from a 2.5 mM IdU stock in Schneider’s medium, and incubated for 20 min at 25 °C. After incubation, cells were washed with Schneider’s medium and incubated for additional 20 min at 25 °C with Schneider’s medium containing 40 μM CldU (Sigma C6891). After labeling, cells were collected, washed in PBS and resuspended at 10^6^ cells mL^−1^ in PBS. Then, cells (in a 2 μL drop) were placed on slides, let dry for 7 min at room temperature and incubated for 2 min at room temperature with 7 μL of spreading buffer (200 mM Tris-HCl, pH 7.4, 50 mM EDTA, 0.5% SDS). After incubation, slides were tilted about 15–30° and drops were let to run down slowly for 2–5 min. Samples were air-dried and fixed with acetic acid: methanol (3 : 1, v/v) for 10 min and stored at −20 °C until staining. Prior to immunostaining, slides were washed twice in distilled water for 5 min, briefly rinsed in 2.5 M HCl and denatured in the same solution for 1 h, washed and incubated in blocking solution (PBS, 1% BSA, 0.1% Tween20) for 30 min^−1^ h. Then, samples were incubated overnight with rat monoclonal αBrdU (1 : 200) (AbD Serotec), which detects CldU, and mouse monoclonal αBrdU (1 : 200) (Becton Dickinson), which detects IdU, in blocking buffer. Next day, samples were washed with PBS, fixed in 4% *p*-formaldehyde for 10 min, washed, incubated with α−rat Alexa fluor 488 and α−mouse Alexa fluor 555 (1 : 400) in blocking buffer, washed and mounted in MOWIOL. Images were taken with a Leica SP2 confocal microscope and DNA fibers were measured using FIJI software^64^. The length of the second label (green) in double-labeled fibers was measured for > 100 well-isolated fibers for each condition. Asymmetry index was calculated as described in^24, 39^, considering only double-labeled fibers. The lengths of the two labels were measured and for each individual fiber the ratios between them (red/green and green/red) were calculated and those above unit were selected. ~ 100 well-isolated fibers were analyzed for each condition.

### ChIP experiments

For ChIP experiments, chromatin was prepared from S2 cells, sonicated to obtain fragments ranging from 200 to 500 bp and immunoprecipitated (IP) using 3 μL of rabbit polyclonal αγH2Av, 1 μL of rabbit polyclonal αdH1 or 1 μL of rat polyclonal αHP1a. Immunoprecipitated DNA was eluted and purified according to standard protocols.

For γH2Av ChIP-seq, two independent biological replicates for each condition were analyzed. Library construction, cluster generation and sequencing analysis were performed following manufacturer’s protocols (www.illumina.com). Reads were aligned against the dm3 UCSC genome 2012 release using Bowtie 0.12.5, allowing two mismatches in the read seed and considering all possible alignment sites for each read in both the immunoprecipitated (IP) and input samples (setting an upper limit of 10.000 to limit output file size), in order to compare enrichment of genomic features with multiple copies across the genome (i.e. transposons). Assessment of the immunoprecipitation was done with SSD metrics and PCA-type plots using the htSeqTools package version 1.20^66^. Further quality control information was performed with the FastQC software version 0.10. Identification and removal of potential PCR-amplification artifacts was performed with sambamba v0.5.1 using the markdup option and default settings. Coverage TDF tracks were generated with the IGV software version 2.1.16. Peak calling between IPs and their respective input in untreated and dH1-depleted cells was performed with MACS 1.4 using options –g dm and leaving the rest as default (*p*-value <1e-05). The DiffBind package version 1.4.2 was used with the resulting called peaks to further determine differentially enriched or depleted regions between untreated and dH1-depleted conditions using the edgeR method^67^. All identified sites showing |FC| > 1.15 were annotated for overlapping and closest genes against the Ensembl genome annotation version 71 (April 2013) using the annotatePeakInBatch function from the ChIPPeakAnno package^68^. version 2.6.1. FASTA sequences for differentially enriched/depleted sites were retrieved with the getSeq function from the Biostrings package v2.26.3 (using the annotation package BSgenome.Dmelanogaster.UCSC.dm3 v1.3.19) and were analyzed with the RepeatMasker software (http://www.repeatmasker.org, version open-4.0.5)^69^ in order to identify repeated elements found among them. Peak location and coverage plots were generated with the htSeqTools package version 1.20.0. Permutation tests to assess enrichment of repeated elements among identified peaks were performed with the regioneR package version 1.2.3^70^, using the UCSC dm3 RepeatMasker track (March 2017).

For ChIP-qPCR, triplicates from two independent biological replicates were subjected to SYBR Green I-based real-time PCR using LightCycler 480 SYBR Green I Master Mix in a LightCycler® 480 Instrument (Roche). The percentages of immunoprecipitated material were calculated by the ΔΔCt method and expressed as fold change over the control untreated condition. Primers used in these experiments are described in Supplementary Table 2.

### DRIP experiments

For DRIP experiments, genomic DNA was purified, treated with 1 mg mL^−1^ RNase A, sonicated to 500bp–1000bp fragments, treated or not with 3 μL (6 U) of RNase H (RNH) (Invitrogen), and subjected to IP with 4 μg of mouse monoclonal S9.6 antibody. Immunoprecipitated DNA was eluted and purified using standard protocols.

For DRIP-seq, two independent biological replicates for each condition were analyzed. Library construction, cluster generation and sequencing analysis were performed following manufacture’s protocols (www.illumina.com). DRIP-seq data were aligned and processed exactly as done for ChIP-seq. To determine location of R-loops across the whole genome, we first performed a peak calling using MACS 1.4 in RNH untreated samples using the same options as for the ChIP-seq analysis. Then, log_2_ RPKM immunoprecipitated signal over identified peaks was measured for both RNH untreated and treated sample pairs, and only those locations showing at least 30% reduction upon RNH1 treatment in both replicates were kept (FC < −1.5). Finally, these results were used with the DiffBind package 1.4.2 in order to determine R-loops regions specifically enriched/depleted in dH1-depleted cells using the edgeR method, as described above for ChIP-seq analysis. Site annotation, random permutation tests, RepeatMasker analysis and coverage plots were performed using the same procedures as for the ChIP-seq data.

For DRIP-qPCR, triplicates from two independent biological replicates were subjected to real-time PCR using LightCycler 480 SYBR Green I Master Mix in a LightCycler 480 Instrument (Roche). The percentages of immunoprecipitated material was calculated by ΔΔCt method and expressed as fold change over the control untreated condition not treated with RNH1. Primers used in these experiments are described in Supplementary Table 2.

### RT-qPCR experiments

Total RNA was purified using Qiagen’s RNeasy Midi Kit according to manufacturer’s guidelines. Briefly, nucleic acids were extracted using Trizol reagent, digested with DNAse I, and purified. Then, 1 μg of total RNA was subjected to reverse transcription with random primers using Roche’s Transcriptor First Strand cDNA Synthesis Kit and cDNA was subjected to real-time PCR analyses using LightCycler 480 SYBR Green I Master Mix in a LightCycler 480 Instrument (Roche). Relative expression levels quantifications were calculated by ΔΔCt method and normalized respect to *actin5C*. Results were expressed as fold change over untreated condition. Primers used in these experiments are described in Supplementary Table 2.

### Data availability

γH2Av ChIP-seq and DRIP-seq data are deposited at NCBI GEO (GSE99016). All relevant data are available from the authors. Requests for materials should be addressed to Jordi Bernués ().

## Electronic supplementary material

Peer Review File

Supplementary Information

# Supplementary material for: Linker histone H1 prevents R-loop accumulation and genome instability in heterochromatin
**Source:** Nat Commun. 2017 Aug 18;8:283. doi: 10.1038/s41467-017-00338-5
**Supplement:** Supplementary file 2 — Supplementary Information

Title: Supplementary Information

Description: Supplementary Figures and Supplementary Tables

Title: Peer Review File

Description:

**Supplementary Table 1.** dH1 interacting factors with activities that could regulate R-loops dynamics

| <b>RNA helicases</b> | <b>DNA helicases</b> | <b>DNA topoisomerases</b> | <b>RNA transport</b> | <b>RNA processing</b> |
|----------------------|----------------------|---------------------------|----------------------|-----------------------|
| Upf1                 | rept                 | scf                       | thoc5                | asf1                  |
| Su(var)2-10          | Psf3                 | pho                       | PCID2                | U2af50                |
| l(2)35Df             | pont                 |                           | CG5857               | NHP2                  |
| Dbp21E2              | Mcm5                 |                           | CG5382               | dbe                   |
| Hel25E               | Mcm7                 |                           | CG4572               | hnRNP36               |
| Dbp73D               |                      |                           | CG5053               | hnRNP48               |
| CG9630               |                      |                           | CG8671               | CG11266               |
| CG7878               |                      |                           |                      | CG16941               |
| CG6227               |                      |                           |                      | CG17540               |
| CG4901               |                      |                           |                      | CG5454                |
| CG3561               |                      |                           |                      | CG6227                |
|                      |                      |                           |                      | CG6995                |
|                      |                      |                           |                      | CG10909               |
|                      |                      |                           |                      | CG12301               |
|                      |                      |                           |                      | CG1542                |
|                      |                      |                           |                      | CG6712                |

**Supplementary Table 2.** Primers used in ChIP-qPCR, DRIP-qPCR and RT-qPCR experiments

|                                    |                        |
|------------------------------------|------------------------|
| <b>Mth12-F</b>                     | TGCAAAGCTATTTAATGCACGA |
| <b>Mth12-R</b>                     | TAAAACTCGACTGGGGTTCC   |
| <b>Diver2LTR-F<sup>(1)</sup></b>   | CGCCAAAACGTGTGCAGTAGA  |
| <b>Diver2LTR-R<sup>(1)</sup></b>   | CAGATAAATGCGTGCGAGAA   |
| <b>Diver2ORF-F</b>                 | CTCTTACGGTGAGGCTGGAG   |
| <b>Diver2ORF-R</b>                 | GCTGTTCGATTATGCTCGTGA  |
| <b>GATELTR-F<sup>(1)</sup></b>     | CCGCTCTTCACCTCAGAGTC   |
| <b>GATELTR-R<sup>(1)</sup></b>     | CCGGGCGTATGTTTATTCAG   |
| <b>GATEORF-F</b>                   | GCAGACCTGGCAAGTAGAGG   |
| <b>GATEORF-R</b>                   | GAGCGTTGACCTGAGTAGGC   |
| <b>Invader4LTR-F<sup>(1)</sup></b> | AGATGACAATGTGGCACACG   |
| <b>Invader4LTR-R<sup>(1)</sup></b> | GATCGACGTCAGCAGTCAAA   |
| <b>Invader4ORF-F</b>               | GCTTACGCCTTCAAGAAACG   |
| <b>Invader4ORF-R</b>               | CAAAAATGGCACATGGTCTG   |
| <b>PogoIR-F<sup>(1)</sup></b>      | CATCGGCAAGATATCTGCATT  |
| <b>PogoIR-R<sup>(1)</sup></b>      | CGATGCAGCAAACGTATGAA   |
| <b>PogoORF-F</b>                   | TACATTTGGTTCGGACAGCA   |
| <b>PogoORF-R</b>                   | ACGTGCCGGTCAAGAATTAC   |
| <b>3S18LTR-F<sup>(1)</sup></b>     | CAGCGGAATCAATGTAAGCA   |
| <b>3S18LTR-R<sup>(1)</sup></b>     | TGGAAAAGTACTGGGCAAGC   |
| <b>3S18ORF-F</b>                   | GCCATCAATCGCTTCTTCTC   |
| <b>3S18ORF-R</b>                   | CCAGGAAAGCTTCGTACTGC   |
| <b>Het-AUTR-F<sup>(1)</sup></b>    | TTCGCTTGCCAAAGACTCTC   |
| <b>Het-AUTR-R<sup>(1)</sup></b>    | GCTTTTCTTTGCAGCCTGAG   |
| <b>Het-AORF-F</b>                  | AAACGACGATCTGGACTGCT   |
| <b>Het-AORF-R</b>                  | CGGAAAAATGCTGGGAGTTA   |
| <b>GYPSYLTR-F<sup>(1)</sup></b>    | GGCTCATTGCCGTTAAACAT   |
| <b>GYPSYLTR-R<sup>(1)</sup></b>    | GGCGATAGCGATTTGATTGT   |
| <b>GYPSYORF-F</b>                  | CCTCAGAGCTGTGGTCTTCC   |
| <b>GYPSYORF-R</b>                  | CAGATGGCAGGTCTTTTGGT   |
| <b>DOCUTR-F<sup>(1)</sup></b>      | GACATTCGGCATTCCACAGT   |
| <b>DOCUTR-R<sup>(1)</sup></b>      | ACGTCTCCACCCGAAGACT    |
| <b>DOCORF-F</b>                    | CGCTGTGCCAGCTGTAAATA   |
| <b>DOCORF-R</b>                    | ATTGTTGTTGCAAACGGTCA   |
| <b>MDG3LTR-F<sup>(1)</sup></b>     | TCAGTCGCTGTTGAACCAAG   |
| <b>MDG3LTR-R<sup>(1)</sup></b>     | TTAGCCGCCGTTTACAGAAG   |
| <b>MDG3ORF-F</b>                   | AAATGCAAAAAGGCCAAATG   |
| <b>MDG3ORF-R</b>                   | AGCTAAACGGTTTCGGGTTT   |
| <b>ACCORDLTR-F<sup>(1)</sup></b>   | TAGGCGACATCAGCAAAGTG   |
| <b>ACCORDLTR-R<sup>(1)</sup></b>   | ATCGGGTGCAACAGAGTTTC   |
| <b>ACCORDORF-F</b>                 | CCAACAGCAACAACATGGAC   |
| <b>ACCORDORF-R</b>                 | AAAAGCCAAAATGTCGGTTG   |
| <b>DMCR1AUTR-F<sup>(1)</sup></b>   | TTCGCGAGTGATTCTTTGTG   |
| <b>DMCR1AUTR-R<sup>(1)</sup></b>   | ACAACGCACAAAAGGGAGAG   |
| <b>DMCR1AORF-F</b>                 | GTTGTGATGCTTGCCTTGTG   |

|                                |                                                 |
|--------------------------------|-------------------------------------------------|
| <b>DMCR1AORF-R</b>             | ATTTCATCTCGTTCGCAACC                            |
| <b>TARTORF-F</b>               | CCAATGCAACCAAAGCATT                             |
| <b>TARTORF-R</b>               | TATGTGTGGGAGGGAGAAGC                            |
| <b>TARTUTR-F<sup>(1)</sup></b> | GACTTCCACTCCCTGCAGAC                            |
| <b>TARTUTR-R<sup>(1)</sup></b> | TCCTTCACATCCAGGGAATC                            |
| <b><i>rDNANTS1-F</i></b>       | GAAAAGCCATTTTAGTGAATGGA                         |
| <b><i>rDNANTS1-R</i></b>       | CGTCGTAGAACAGCTAGCTTACAG                        |
| <b><i>rDNANTS2-F</i></b>       | GGTTGCCGACCTCTCATATT                            |
| <b><i>rDNANTS2-R</i></b>       | TGCCAAAATCATATGAACACA                           |
| <b>Sat.DNA-F</b>               | AAACACGTCTCCACCCGAAG                            |
| <b>Sat.DNA-R</b>               | CTATTCTAACATTTCGGCATTCCAC                       |
| <b>RpL5-F</b>                  | CGGTATGAACGATATGACAGG                           |
| <b>RpL5-R</b>                  | TCACATGGCTATTGAAGTGAAA                          |
| <b>CG9662-F</b>                | CCCTGCATTGGTGTATTTCC                            |
| <b>CG9662-R</b>                | TGACATGGCTTACGATGCAG                            |
| <b>CG125672-F</b>              | ACCGATTGCTTTTCGTTGAA                            |
| <b>CG125672-R</b>              | GCTTCGATGCTTATTTTATATCCAG                       |
| <b>T7dH1-F</b>                 | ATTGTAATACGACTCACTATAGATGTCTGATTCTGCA<br>GTTGC  |
| <b>T7dH1-R</b>                 | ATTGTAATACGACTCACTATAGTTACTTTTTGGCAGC<br>CGTAG  |
| <b>T7HP1a-F</b>                | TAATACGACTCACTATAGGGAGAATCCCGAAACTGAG<br>AACACG |
| <b>T7HP1a-R</b>                | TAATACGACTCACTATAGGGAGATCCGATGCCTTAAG<br>AGTTGG |
| <b>LacZ-F</b>                  | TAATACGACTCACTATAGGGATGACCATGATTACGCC<br>AAGC   |
| <b>LacZ-R</b>                  | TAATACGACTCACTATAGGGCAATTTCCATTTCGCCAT<br>TCAG  |
| <b>Tub-F</b>                   | ACCTGAACCGTCTGATTGGC                            |
| <b>Tub-R</b>                   | GCAGAGAGGCGGTAATCGAG                            |
| <b>Act-F</b>                   | CGTCCACCATGAAGATTAAGATTGT                       |
| <b>Act-R</b>                   | CAATACTTTTGACTCCCATCCTTTG                       |
| <b>RNH1-F</b>                  | ATGAGCTGGCTTCTGTTCC                             |
| <b>RNH1-R</b>                  | TCAGTCTTCCGATTGTTTAGC                           |

<sup>(1)</sup> not used for RT-qPCR

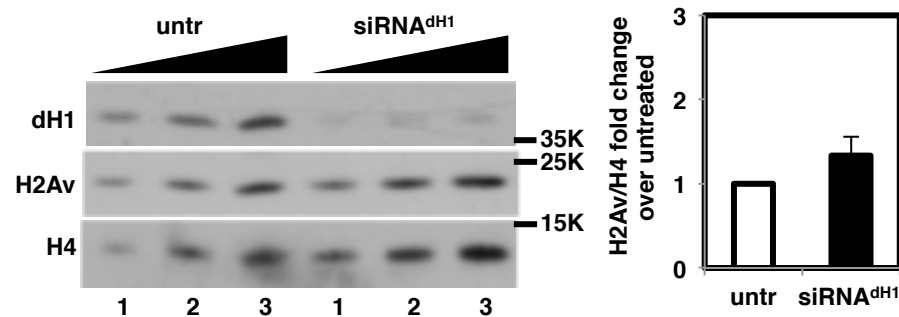

**Supplementary Figure 1. dH1 depletion does not affect H2Av content.** WB analyses with  $\alpha$ dH1,  $\alpha$ H2Av and  $\alpha$ H4 antibodies of increasing amounts of extracts (lanes 1-3) prepared from siRNA<sup>dH1</sup> and untreated cells. The positions corresponding to molecular weight markers are indicated. On the right, quantitative analysis of the results (N= 3). Error bars are s.e.m. The observed difference is not statistically significant (p-value= 0.171; two-tailed Student's t-test).

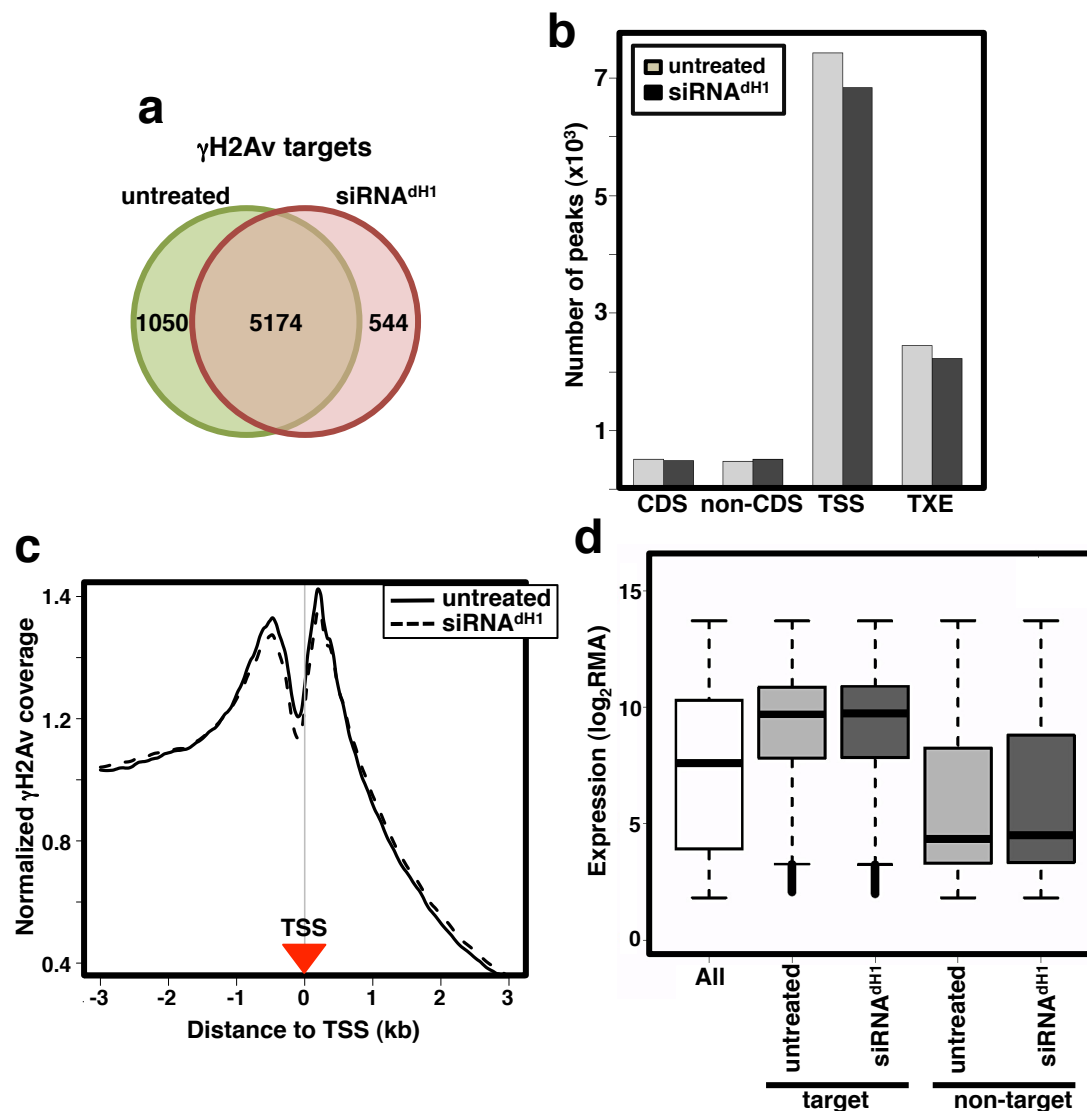

**Supplementary Figure 2.  $\gamma$ H2Av ChIP-seq analysis.** **a)** Venn diagram showing the intersection between  $\gamma$ H2Av targets in control untreated and dH1-depleted cells. **b)** The number of  $\gamma$ H2Av peaks mapping to coding regions (CDS), non-coding regions (non-CDS), transcriptional start sites (TSS) or transcriptional ends (TXE) is presented for control untreated and dH1-depleted cells. **c)**  $\gamma$ H2Av distribution around TSS is presented for control untreated and dH1-depleted cells. For each gene, the coverage profile was normalized dividing by the average coverage in that gene. The position of TSS is indicated. **d)** Box plot showing the expression in S2 cells of  $\gamma$ H2Av target and non-target genes identified in untreated and dH1-depleted cells.

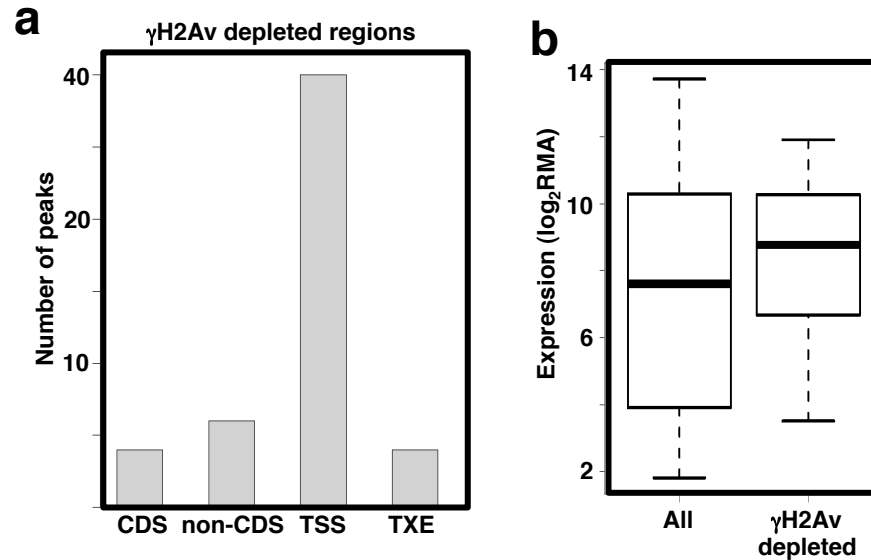

**Supplementary Figure 3. Analysis of regions where  $\gamma$ H2Av specifically decreases upon dH1 depletion . a)** The number of peaks showing specific  $\gamma$ H2Av depletion in dH1-depleted cells that map to coding regions (CDS), non-coding regions (non-CDS), transcriptional start sites (TSS) or transcriptional ends (TXE) is presented. **b)** Box plot showing the expression in S2 cells of genes showing specific  $\gamma$ H2Av depletion in dH1-depleted in comparison to that of all genes.

**a**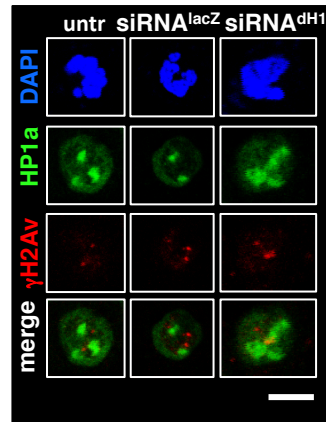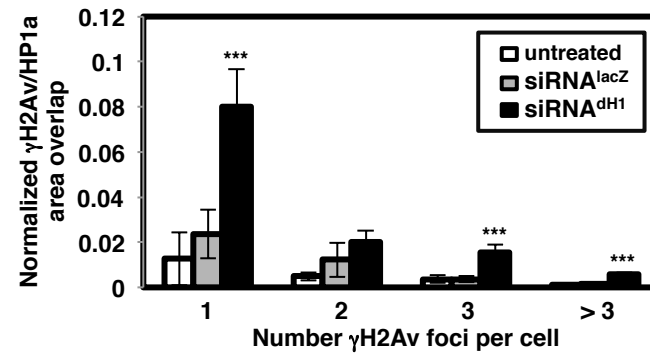**b**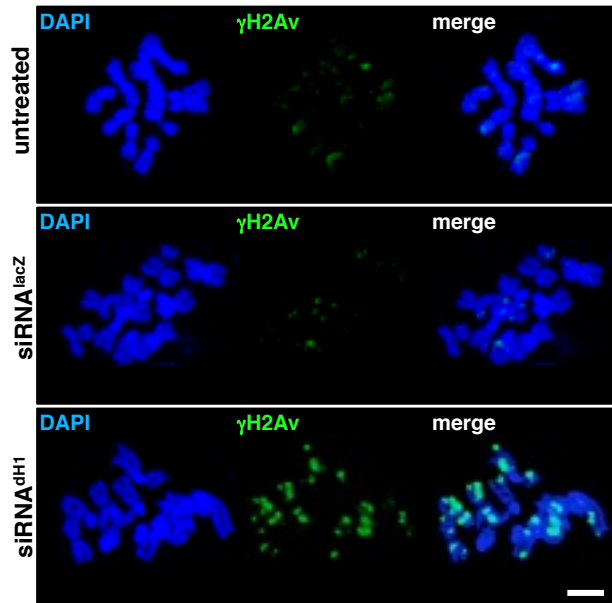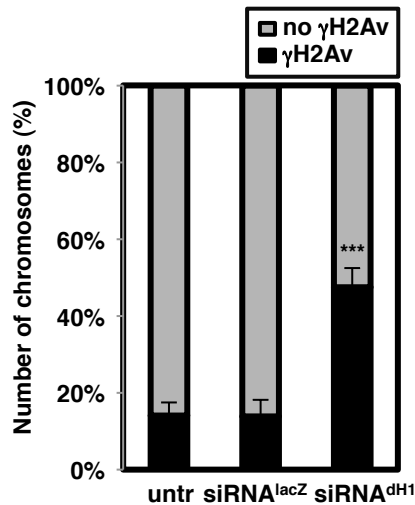**c**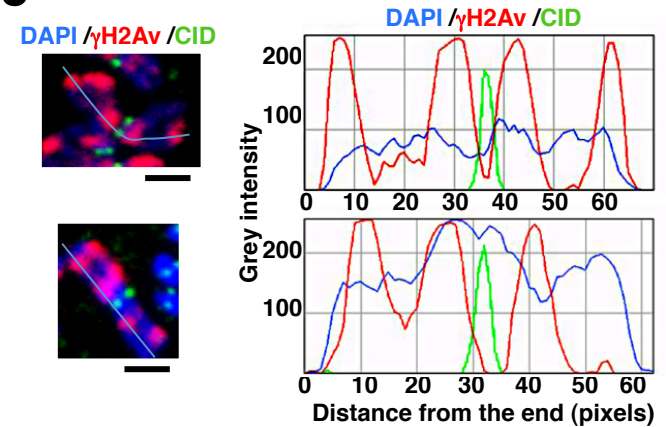

**Supplementary Figure 4.  $\alpha\gamma$ H2Av immunostainings of dH1-depleted cells and metaphase chromosomes. a)** Immunostainings with  $\alpha\gamma$ H2Av (red) and  $\alpha$ HP1a (green) in siRNA<sup>dH1</sup>, siRNA<sup>lacZ</sup> and untreated cells. DNA was stained with DAPI (blue). Scale bar corresponds to 4 $\mu$ m. On the right, the extent of  $\gamma$ H2Av/HP1a colocalization determined as the proportion of total  $\gamma$ H2Av area overlapping with  $\alpha$ HP1a signals normalized respect to the total  $\alpha$ HP1a area is presented as a function of the number of  $\gamma$ H2Av foci per cell ( $n > 50$  for each condition). Error bars are s.e.m. The p-values of siRNA<sup>dH1</sup> respect to siRNA<sup>lacZ</sup> are indicated (no asterisk  $> 0.05$ , \*\*\* $< 0.005$ ; two-tailed Student's t-test). **b)** Immunostainings with  $\alpha\gamma$ H2Av antibodies (green) of metaphase chromosomes from siRNA<sup>dH1</sup>, siRNA<sup>lacZ</sup> and untreated cells. DNA was stained with DAPI (blue). Scale bar corresponds to 4 $\mu$ m. On the right, the relative percentage of metaphase chromosomes from siRNA<sup>dH1</sup>, siRNA<sup>lacZ</sup> and untreated cells showing  $\alpha\gamma$ H2Av reactivity or not is presented ( $n > 100$  for each condition). Error bars are s.e.m. The p-values of siRNA<sup>dH1</sup> respect to siRNA<sup>lacZ</sup> are indicated (\*\*\* $< 0.005$ ; two-tailed Student's t-test). **c)** Immunostainings with  $\alpha\gamma$ H2Av (red) and  $\alpha$ CID (to label centromeres (green)) of siRNA<sup>dH1</sup> metaphase chromosomes. DNA was stained with DAPI (blue). Scale bars are 2 $\mu$ m. On the right, grey intensity profiles along the indicated lines on the chromosomes (in light blue) are presented from left to right.

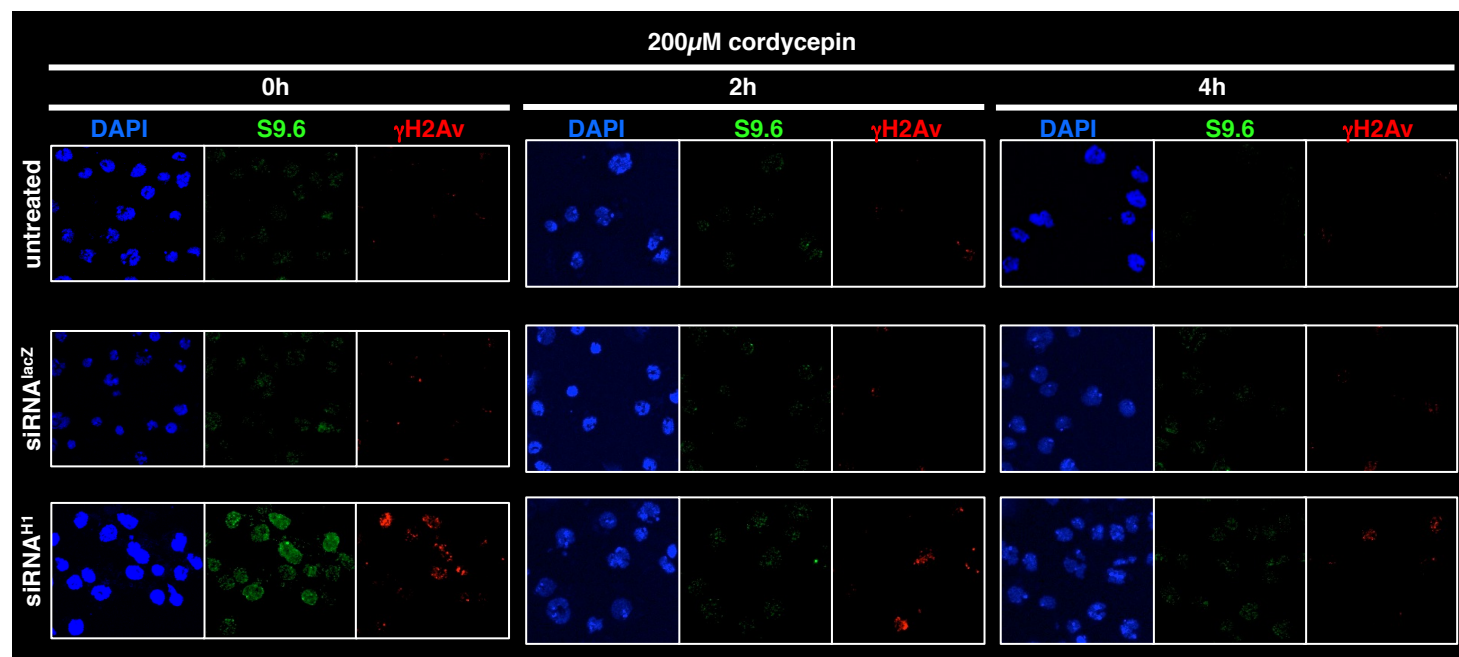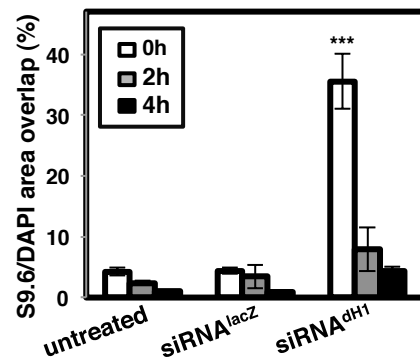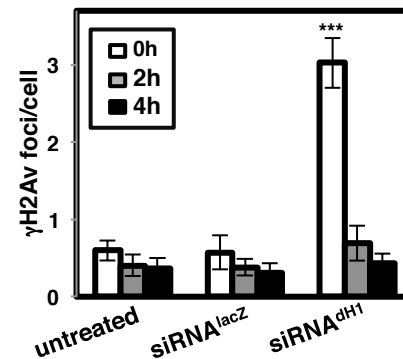

**Supplementary Figure 5. Cordycepin treatment abolishes R-loops accumulation induced by dH1 depletion.** Immunostainings with S9.6 (green) and  $\alpha\gamma$ H2Av (red) antibodies of siRNA<sup>dH1</sup>, siRNA<sup>lacZ</sup> and untreated cells after incubation with 200 $\mu$ M cordycepin for 0h, 2h and 4h. DNA was stained with DAPI (blue). Scale bar corresponds to 15 $\mu$ m. On the bottom, S9.6 (left) and  $\gamma$ H2Av (right) reactivities are determined as the proportion of DAPI area stained with S9.6 antibodies and the number of  $\gamma$ H2Av foci per cell, respectively (n> 50 for each condition). Error bars are s.e.m. The p-values of siRNA<sup>dH1</sup> respect to siRNA<sup>lacZ</sup> are indicated (no asterisk>0.05, \*\*\*<0.005; two-tailed Student's t-test).

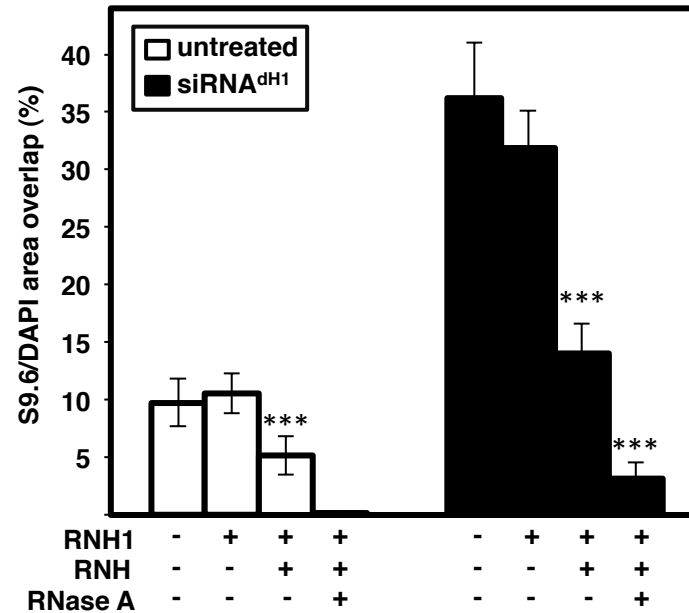

**Supplementary Figure 6. S9.6 reactivity of S-phase sorted cells.** S9.6 reactivity of siRNA<sup>dH1</sup> and untreated cells sorted at S-phase overexpressing human RNH1 and treated *in vitro* with bacterial RNH and RNase A as indicated is presented as the proportion of DAPI area stained with S9.6 antibodies (n> 50 for each condition). Error bars are s.e.m. The p-values respect to cells not expressing RNH1 and not treated *in vitro* with bacterial RNH and RNase A are indicated (no asterisk> 0.05, \*\*\*< 0.005; two-tailed Student's t-test).

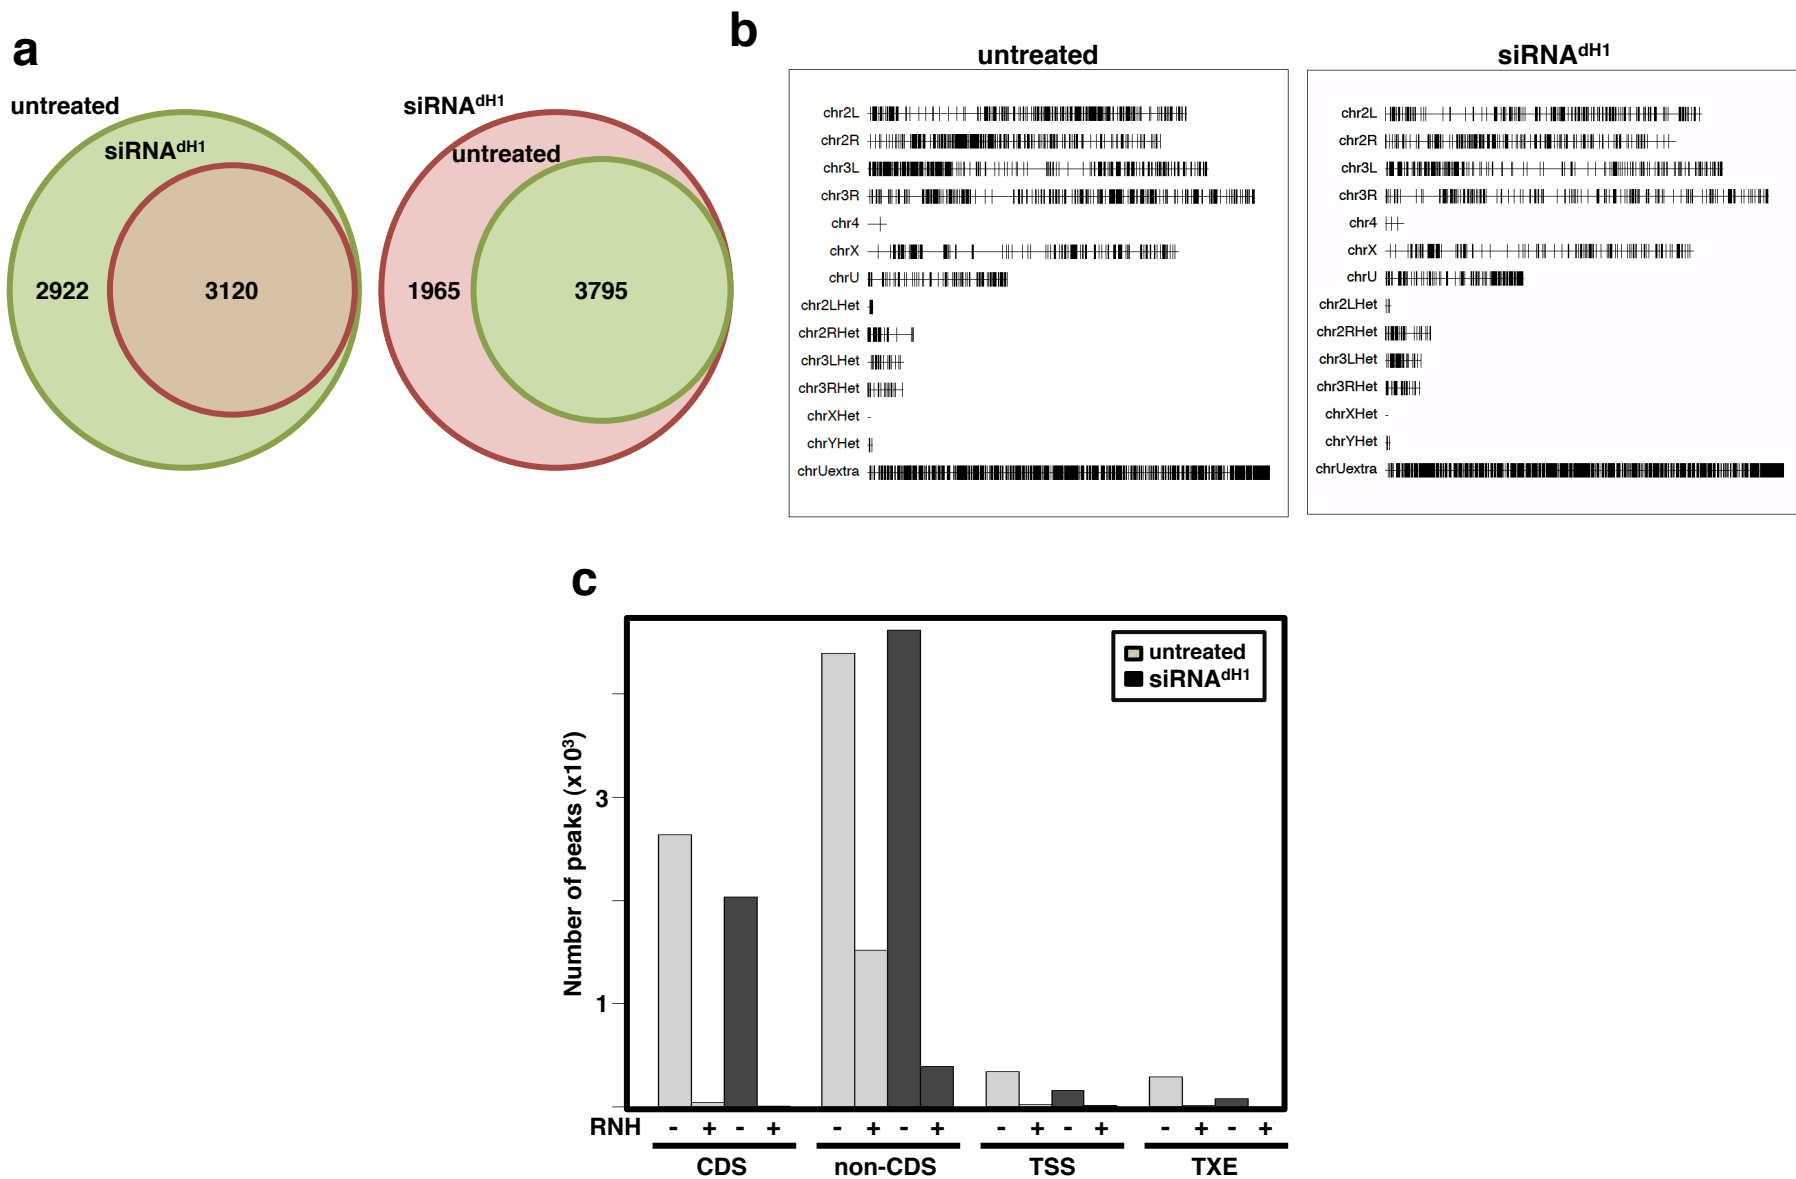

**Supplementary Figure 7. DRIP-seq analysis.** **a)** Euler diagram showing the overlap of S9.6 peaks detected in control untreated cells with those detected in dH1-depleted cells (left) and *vice versa* (right). **b)** Chromosomal distribution of S9.6 peaks detected in control untreated (left) and dH1-depleted cells (right). 2L and 2R, and 3L and 3R correspond to chromosome 2 and 3 left and right arms respect to the position of the centromere, respectively. Chromosome 4 and X are oriented with the centromere to the right. 2LHet, 2RHet, 3LHet, 3RHet, XHet and YHet correspond to partially assembled pericentromeric heterochromatin regions of the indicated chromosomes. U and Uextra correspond to unassembled highly repetitive chromosome regions. **c)** The number of S9.6 peaks mapping to coding regions (CDS), non-coding regions (non-CDS), transcriptional start sites (TSS) or transcriptional ends (TXE) is presented for control untreated and dH1-depleted cells treated (+) or not (-) with bacterial RNase H (RNH).

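Without RNH treatment, Uextra held 28.4% ± 1.40 of the peaks in untreated cells and 28.4% ± 2.60 in dH1-depleted cells (SD, *n* = 2 libraries each), and U held 3.83% ± 0.163 and 5.40% ± 0.0421. The share on 2RHet was 1.16% ± 0.0827 in untreated and 2.49% ± 0.860 in dH1-depleted cells, on 3LHet it was 0.958% ± 0.0542 and 2.19% ± 0.402, and on 3RHet 0.892% ± 0.147 and 1.96% ± 0.270. For these 3 sequences and for U, both libraries of dH1-depleted cells were above both of untreated cells. On YHet, which held few peaks, both were below, with 0.102% ± 0.00387 in untreated and 0.0789% ± 0.00920 in dH1-depleted cells. On 2LHet the libraries of the conditions overlapped (0.192% ± 0.0108 and 0.358% ± 0.235). Of the chromosome arms, 3L held 15.2% ± 0.0315 of the peaks in untreated and 13.2% ± 0.793 in dH1-depleted cells, and X held 8.28% ± 0.157 and 7.91% ± 0.0850. Chromosome 4 went the other way, with 0.0380% ± 0.0166 and 0.227% ± 0.117, and both libraries of dH1-depleted cells were above both of untreated cells. The peak of highest score lay on 3L in untreated replicate 1 (2062222 to 2070091, dm3), untreated replicate 2 (2062179 to 2070028) and dH1-depleted replicate 2 (2062215 to 2070042). In each of these 3 lists its score was 3100, which 3 peaks of the list shared. In dH1-depleted replicate 1 the peak of highest score lay on Uextra from 27958728 to 27959275. After RNH treatment, Uextra held 80.2% ± 1.90 of the peaks in untreated cells and 60.3% ± 16.8 in dH1-depleted cells.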

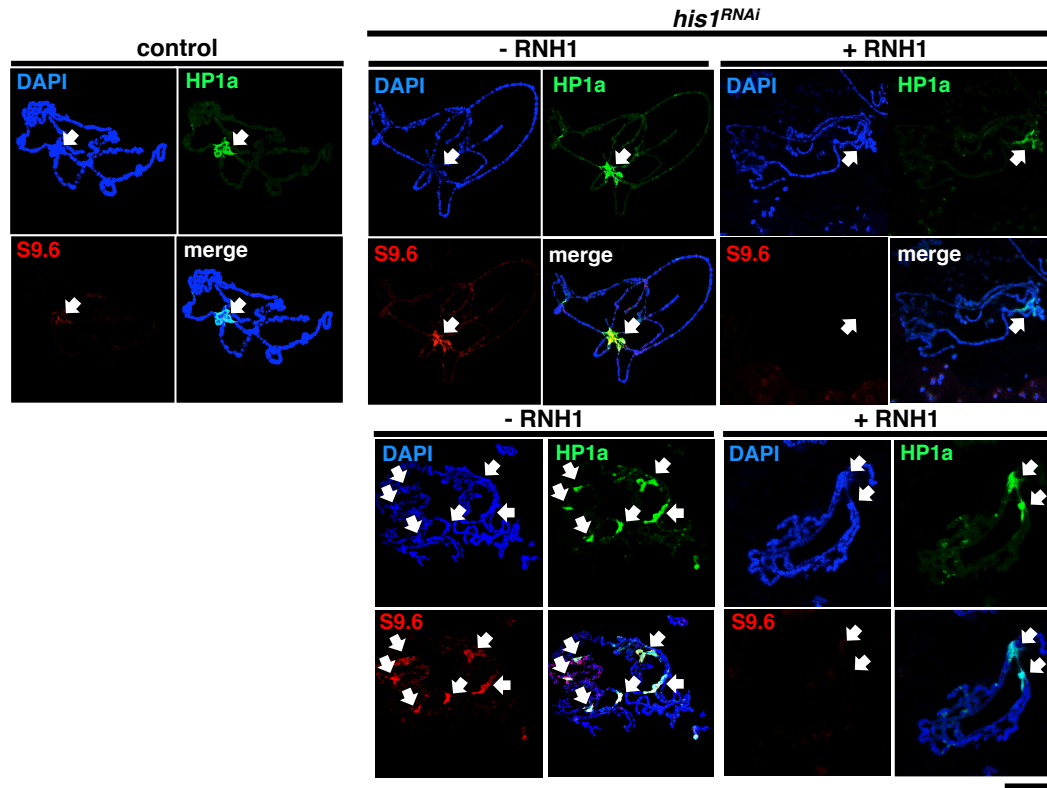

**Supplementary Figure 8. R-loops induced by dH1 depletion accumulate in heterochromatin.** Immunostainings with S9.6 (red) and  $\alpha$ HP1a (green) of polytene chromosomes from dH1-depleted *his1<sup>RNAi</sup>* expressing human RNH1 (+) or not (-), and from control *GFP<sup>RNAi</sup>* flies. Arrows indicate the heterochromatic chromocenter. dH1-depleted *his1<sup>RNAi</sup>* chromosomes showing chromocenters disorganized into several HP1a enriched regions are shown on the bottom. DNA was stained with DAPI (blue). Scale bar corresponds to 30 $\mu$ m.

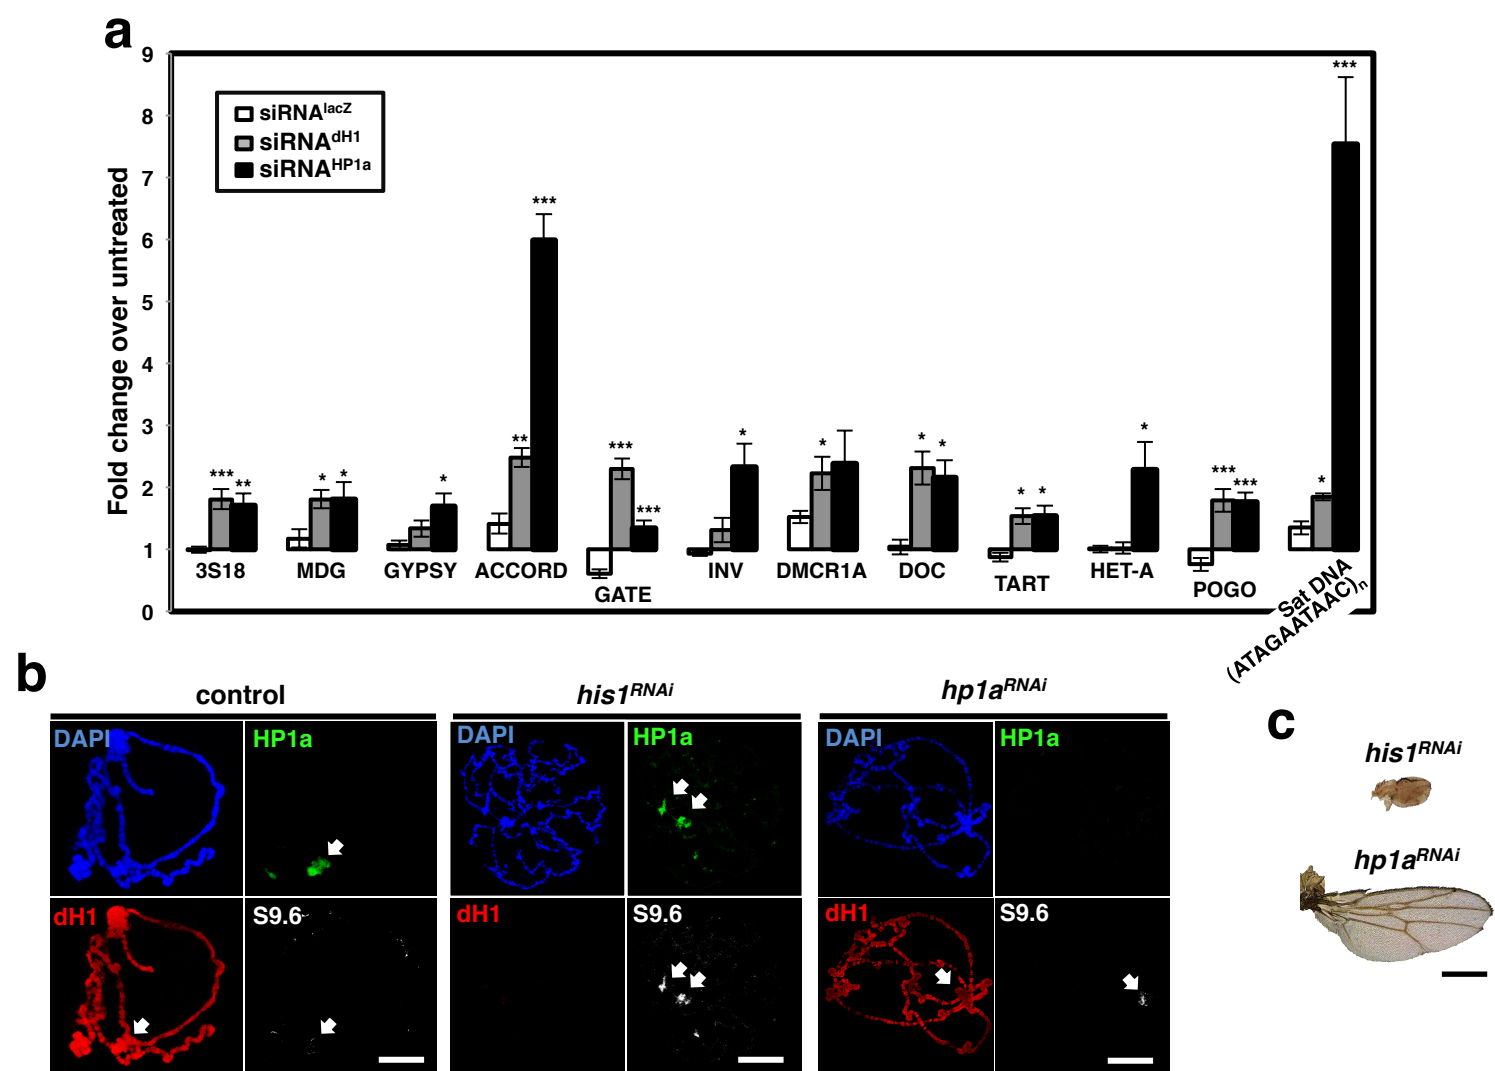

**Supplementary Figure 9. HP1a depletion does not induce R-loops accumulation.** **a)** RT-qPCR analyses of the indicated repetitive elements in siRNA<sup>dH1</sup>, siRNA<sup>HP1a</sup> and siRNA<sup>lacZ</sup>. The fold change of expression respect to untreated cells is plotted (N= 2). Error bars are s.e.m. The p-values of siRNA<sup>dH1</sup> and siRNA<sup>HP1a</sup> respect to siRNA<sup>lacZ</sup> are indicated (no asterisk>0.05, \*< 0.05, \*\*<0.01, \*\*\*<0.005; two-tailed Student's t-test). **b)** Immunostainings with  $\alpha$ HP1a (green),  $\alpha$ dH1 (red) and S9.6 (white) antibodies of polytene chromosomes from control undepleted flies (left), dH1-depleted *his1*<sup>RNAi</sup> flies (centre) and HP1a-depleted *hp1a*<sup>RNAi</sup> flies (right). Arrows indicate the chromocenter. DNA was stained with DAPI (blue). Scale bar corresponds to 30 $\mu$ m. **c)** Wings from dH1-depleted *his1*<sup>RNAi</sup> flies (top) and HP1a-depleted *hp1a*<sup>RNAi</sup> flies (bottom). Scale bar corresponds to 500 $\mu$ m.

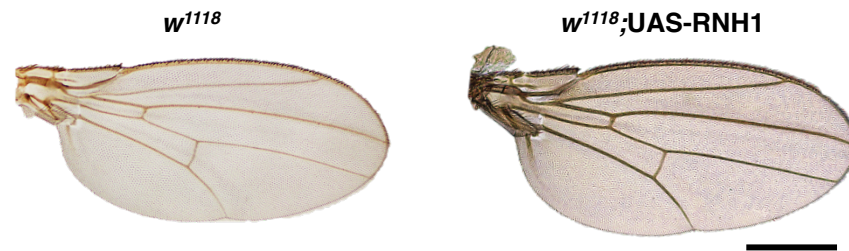

**Supplementary Figure 10. RNH1 overexpression in the wing imaginal disc does not affect wing development.** Wings from  $w^{1118}$  flies overexpressing human RNH1 in the pouch region of the wing imaginal disc (right) or not (left). Scale bar corresponds to 500 $\mu$ m.

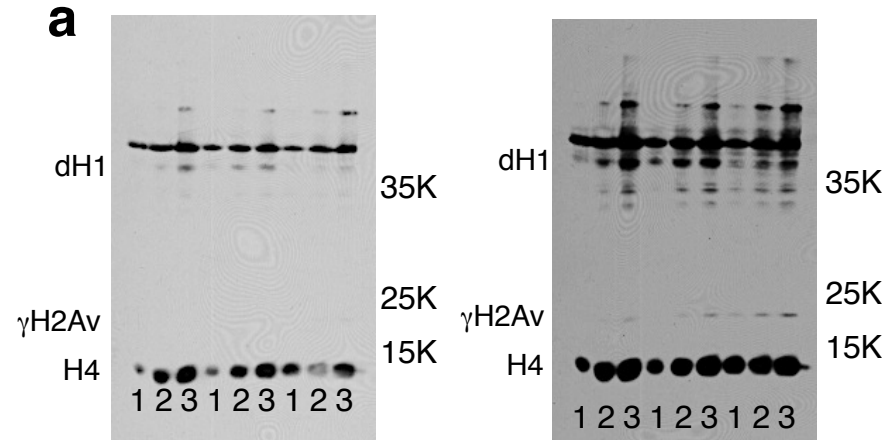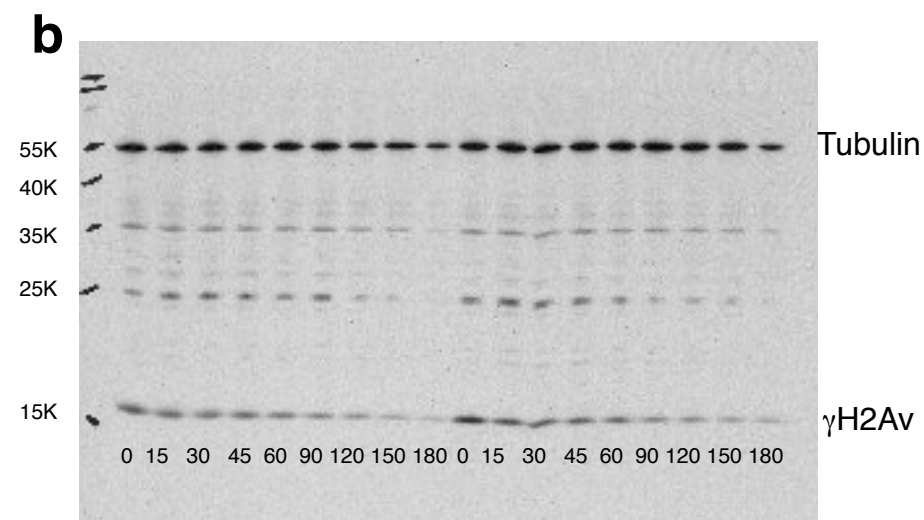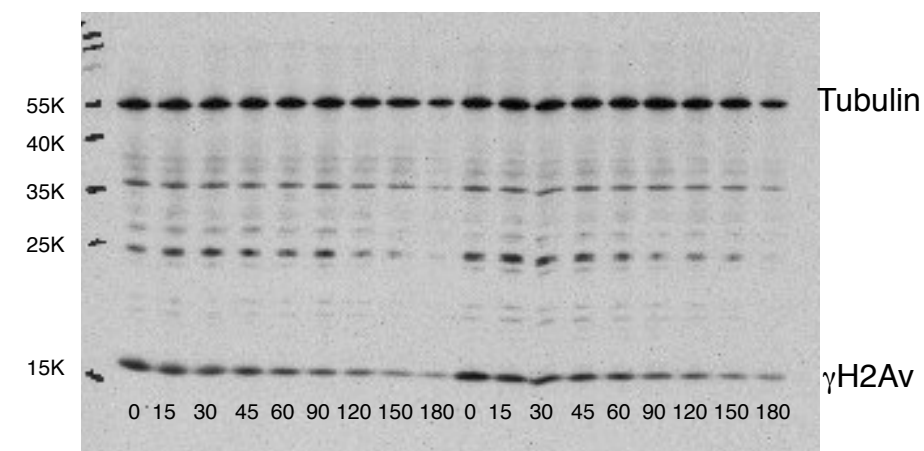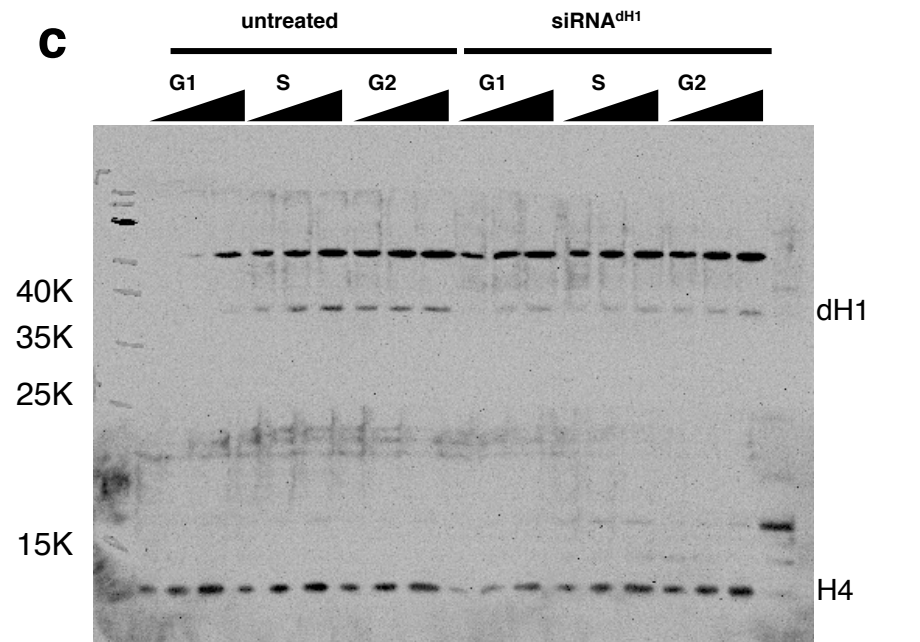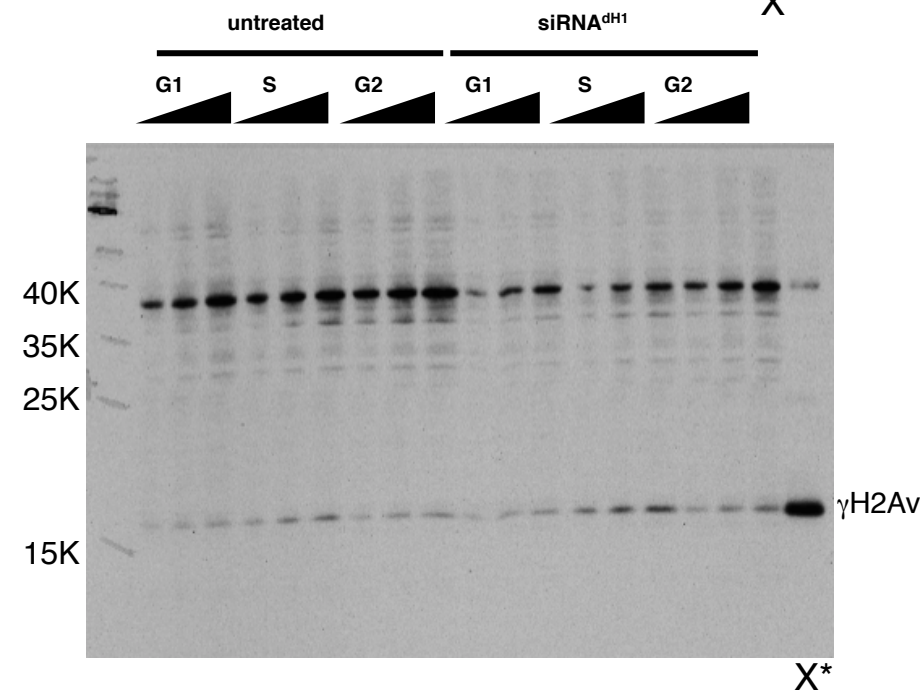

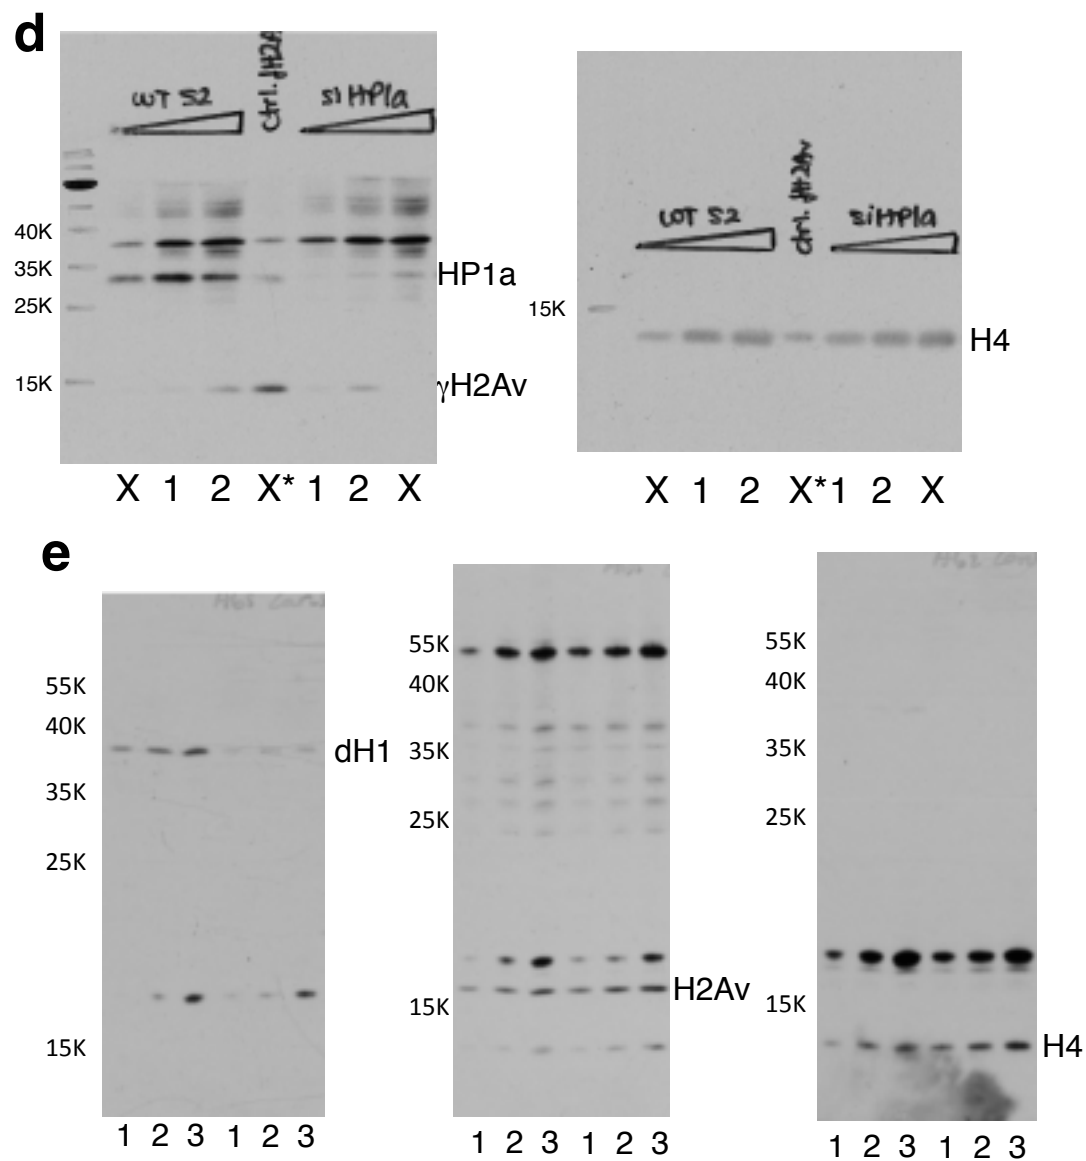

**Supplementary Figure 11.** Uncropped scans of the WBs shown in: (a) Fig. 1b (two different exposures are presented); (b) Fig. 1d (two different exposures are presented); (c) Fig. 4d (lane labeled X\* corresponds to a control of irradiated cells); (d) Fig. 7b (lane labeled X\* corresponds to a control of irradiated cells), and (e) Supplementary Fig. 1.

How the deposited data were processed for this re-analysis (not part of the article)

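DRIP-seq with S9.6 antibodies was analyzed in S2 cells, untreated or depleted of dH1 by RNAi, with 2 biological replicates in each condition. Each replicate had a library without RNH treatment, a library after RNH treatment and an input. Libraries were assigned to conditions and replicates from their labels and the methods. The peak lists were assigned to libraries by the label that each list carries, and no value column was left unassigned.

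The authors aligned the reads with Bowtie 0.12.5 to dm3, allowing 2 mismatches in the seed and keeping all alignment sites of a read up to 10000. They removed duplicates with sambamba v0.5.1 and called peaks with MACS 1.4 at its default threshold, a *p*-value of 1e-05, for each S9.6 library against the input of its replicate. Replicates were not pooled. The authors deposited for each peak its position and a score, which is 10 times the negative log10 of the *p*-value of the peak and is at least 50. The score grows with depth and is not normalized between libraries, so it was used only to rank or filter peaks within a list. The number of reads is not given in the lists. The depth of the libraries is therefore unknown, and the number of peaks in a list carries no correction for it. Wilson 95% intervals were given for shares of peaks or regions within a list, and they cover counting error only. Since reads were kept at all their alignment sites, peaks on copies of a repeated element share reads and are counted more than once.

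The paper went on to measure coverage over the peaks, to keep the locations reduced by RNH treatment in both replicates and to compare the conditions with DiffBind. These steps need the reads and were not repeated. In their place, the peaks of the 4 RNH-untreated lists were merged into regions, and a region was counted for a condition when both of its libraries, but neither library of the other condition, had an overlapping peak. Regions with a peak in an RNH-treated list of the condition were left out. The RNH-treated lists of the other condition were not used. Overlap needed at least 1 bp. Heterochromatic sequences were 2LHet, 2RHet, 3LHet, 3RHet, XHet, YHet, U and Uextra, and the chromosome arms 2L, 2R, 3L, 3R, 4 and X.

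Counts and shares per library were compared between conditions with exact permutation tests (2-sided), on log2 of the counts and on log2 odds of the shares. With 2 libraries against 2, the smallest *p* is 0.33. RNH-treated and RNH-untreated libraries of a replicate share their input, so they were compared in pairs with an exact sign-flip test, whose smallest *p* with 4 pairs is 0.13. The overlap of peak sets was compared with 1000 random circular shifts of the peaks along each sequence, where the last peak end over the 8 lists was used as the length of a sequence. The heterochromatic share of regions was compared with 10000 random draws of as many regions from all 12155 merged regions, and with Fisher's exact test. The 2 comparisons of this kind were adjusted by the Benjamini-Hochberg method. Regions named in the text were the 5 called only in dH1-depleted cells and the 2 called only in untreated cells with the highest score percentile in the lower of their 2 replicates, and the peak of highest score in each RNH-untreated list.

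These definitions, tests and the alternatives to them were fixed before the data were examined, except for 2 alternatives. These are the widening of the narrow peaks of dH1-depleted replicate 1 and the comparison of a condition's regions with those called in both of its libraries. The other alternatives were a score of 100 and above, leaving out Uextra, an overlap of at least 50% of the shorter interval, equal numbers of peaks (the 3807 of highest score in each RNH-untreated list), condition sets of peaks called in both replicates, no RNH filter, chromosome 4 counted as heterochromatic, base pairs in place of peaks, the replicate number as a block, and leaving out each replicate.

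The calculations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. They were tested on simulated data. All 200 regions simulated as called only in dH1-depleted libraries and all 80 simulated for untreated libraries were recovered with 0 false calls. Simulated peaks of a site always overlapped and noise peaks were never shared between libraries, so this result checks the calculation only. The simulation held no list of narrow peaks and no copies of repeated elements. The overlap of 600 intervals was the same as in a direct comparison of all pairs. In 300 simulated sets drawn at random, 6.33% fell under a *p* of 0.05 in the test by random draws.

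The location of peaks at coding and intergenic regions, the repetitive elements in the regions, the γH2Av ChIP-seq and the DRIP-qPCR were not analysed here. The gene table at hand is of another build, so no gene was assigned to a position.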

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

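The tests in this part were chosen after the numbers of peaks had been seen, and the comparison with the other replicate of the condition also after the overlap with all other lists had been seen. Some S9.6 peaks were called only after RNH treatment, with no overlapping peak in the RNH-untreated list of the same replicate, although RNH removes R-loops. The paper located R-loops from peaks called in RNH-untreated samples, and Supplementary Fig. 7c also gives numbers of S9.6 peaks after RNH treatment. It does not discuss peaks called only after RNH treatment. They numbered 377 of the 1001 RNH-treated peaks (37.7%, 95% Wilson interval 34.7–40.7%) in untreated replicate 1, 332 of 903 (36.8%, 33.7–40.0%) in untreated replicate 2, 72 of 442 (16.3%, 13.1–20.0%) in dH1-depleted replicate 1 and 487 of 839 (58.0%, 54.7–61.3%) in dH1-depleted replicate 2. In untreated cells 88.3% and 90.7% of them were heterochromatic in replicates 1 and 2, and in dH1-depleted cells 72.2% and 46.6%.

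A candidate explanation is that these sites were enriched before RNH treatment as well, just under the threshold of the peak calling. If so, the other replicate of the same condition would be expected to have an RNH-untreated peak at most of them, unless it was under the threshold too. In untreated cells it did at 8.49% and 8.43% of the sites of replicates 1 and 2, and in dH1-depleted cells at 43.1% and 38.0%. For both conditions the explanation cannot be told apart from others, because a site under the threshold in both replicates is missing from both lists. Over all other RNH-untreated lists, 78.5% and 81.6% of the sites of untreated cells had a peak, in front of 18.0% and 17.7% after random shifts of the peaks. This came mostly from dH1-depleted replicate 1, which overlapped 73.2% and 77.4% of them, while dH1-depleted replicate 2 overlapped 12.7% and 13.0%. In dH1-depleted cells the shares over all other lists were 44.4% and 40.7%, above the highest share after 100 shifts, 22.2% and 22.8%. The median score of the sites in the RNH-treated lists was 122 and 128 in untreated cells and 62.1 and 80.3 in dH1-depleted cells, where the lowest possible score is 50. The other technical differences, which are the unknown depth of the libraries and reads counted at all copies of a repeated element, were not tested. Signal that is not R-loops stays open too, and no biological explanation was tested.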

How the results depend on the processing

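The 11 results were recomputed under 87 combinations with an alternative. In 55 they moved by less than the spread between replicates, by less than 1.5 times for counts of regions, or kept their direction and their side of the threshold. The others were 2 with a reversed direction, 2 no longer past the threshold, 1 newly past it and 27 that moved further. Except where a value or the alternative's own construction shows it, the cause was not tested. An overlap of at least 50% of the shorter interval, no RNH filter, chromosome 4 counted as heterochromatic and the widening of the narrow peaks of dH1-depleted replicate 1 changed no result beyond these limits.

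In base pairs covered by peaks, the difference in amount between dH1-depleted and untreated cells was -0.26 (log2) in place of 0.88 for the number of peaks. In base pairs, dH1-depleted replicate 1, the list of narrow peaks, was the lowest of the 4 RNH-untreated libraries and dH1-depleted replicate 2 the highest. The difference in heterochromatic share was 0.69 (log2 odds) by base pairs, 0.51 with a score of 100 and above, 0.93 without Uextra and 0.94 with equal numbers of peaks, in front of 0.33. It stayed above 0 in all 9 alternatives, but with a score of 100 and above the libraries of the conditions overlapped (exact permutation test, 2-sided, *p* = 0.667). With equal numbers, the cut by score shortened mostly the dH1-depleted lists, where heterochromatic peaks ranked higher. This tends to raise their heterochromatic share.

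Without Uextra, the RNH effect on the number of peaks was -4.19 (log2), in front of -2.80. RNH-untreated peaks overlapped by an RNH-treated peak were then 3.40% in untreated and 3.30% in dH1-depleted cells, so the difference between the conditions that the full lists give (15.4% and 6.01%) rests on Uextra. With a score of 100 and above they were 20.0% and 4.61%. The overlap of the conditions was 66.0% of untreated and 53.7% of dH1-depleted regions with equal numbers of peaks, and 51.7% and 64.6% with peaks called in both replicates.

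Regions called only in dH1-depleted cells numbered 188 with a score of 100 and above and 99 with equal numbers of peaks. Those called only in untreated cells numbered 137 and 627. Thus dH1-depleted cells had more of these regions than untreated cells with all peaks and fewer with equal numbers. Equal numbers took peaks mostly from the dH1-depleted lists, which tends to lower their count and raise that of untreated cells. The heterochromatic share of the regions called only in dH1-depleted cells was 55.9% with a score of 100 and above and 49.5% with equal numbers, above all regions in both but no longer past the threshold (permutation test, 2-sided, *p* = 0.0615 and 0.0653), on fewer regions. Over the alternatives that keep both replicates, *p* ran from 0.0001 to 0.0653. Compared with the regions called in both dH1-depleted libraries, a comparison chosen after seeing the data, the share of 47.1% was below the 51.8% of these regions. For regions called only in untreated cells, the share stayed below that of the compared regions in every alternative.

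Across the fits that each left out a replicate, the overlap ran from 57.3% to 71.7% of untreated and from 34.0% to 49.2% of dH1-depleted regions. Regions called only in dH1-depleted cells then ran from 2717 to 5989, with 36.8% to 39.5% heterochromatic, and those called only in untreated cells from 957 to 1683, with 11.9% to 14.9% heterochromatic. These counts are higher by construction, because a single library decides. With replicate 1 alone, the share in dH1-depleted cells was 36.8%, in front of 36.7% of all regions.

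Same-numbered untreated and dH1-depleted libraries share the replicate number and a code in their labels whose meaning is not known. Their deviations were not correlated across regions (*r* = -0.0244), so no pairing between the conditions was assumed. With the replicate block, the difference in number of peaks was 0.88 (exact sign-flip test of 2 pairs, 2-sided, *p* = 0.5, the smallest possible) and the heterochromatic difference 0.34. Without the pairing of RNH-treated and RNH-untreated libraries, the RNH effect was -2.80 and the exact permutation test of 4 libraries against 4 gave *p* = 0.0286. The unknown depth limits every count of peaks, and the 2 libraries in each condition keep the tests between conditions from reaching 0.05.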

Differences from the paper's values

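The paper reports 189 regions where R-loops specifically increased in dH1-depleted cells, from differential coverage, in front of 482 regions called only in dH1-depleted cells. Among the alternatives set before the data were examined, a score of 100 and above gave 188, within the paper's value. Leaving out Uextra (344), an overlap of at least 50% of the shorter interval (489), equal numbers of peaks (99), no RNH filter (516) and leaving out replicate 1 (2717) or replicate 2 (5989) did not. For the regions where R-loops were reduced the paper reports 14, in front of 290 regions called only in untreated cells. None of the alternatives set before the data were examined closed this gap, and the lowest count was 137 with a score of 100 and above.

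In Supplementary Fig. 7a, read by eye, the set of dH1-depleted cells holds about 5800 peaks in the paper, in front of 11551 merged regions. With equal numbers of peaks (5916), a score of 100 and above (4851), replicate 1 left out (5526) or Uextra left out (8430) the count was within 1.5 times of the paper's. It was not with an overlap of at least 50% (11551), peaks called in both replicates (2417) or replicate 2 left out (9368). The peaks of dH1-depleted cells not overlapped by untreated cells are about 2000 in Supplementary Fig. 7a, read by eye, in front of 7421. A score of 100 and above (2982), equal numbers of peaks (2740) and replicate 1 left out (2805) came within 1.5 times. Uextra left out (5580), an overlap of at least 50% (7448), peaks called in both replicates (855) and replicate 2 left out (6182) did not. The peaks of untreated cells not overlapped by dH1-depleted cells are about 2900 in the same figure, in front of 876. No alternative set before the data were examined closed this gap, and the nearest was 1714 with replicate 2 left out.

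The same figure shows the set of untreated cells slightly larger than that of dH1-depleted cells. In the deposited lists both dH1-depleted replicates held more peaks than both untreated replicates, and the merged set of untreated cells held 4767 regions. With peaks called in both replicates, an alternative set before the data were examined, the set of untreated cells was the larger, as in the figure, with 3002 regions in front of 2417, and the part not overlapped was also larger in untreated cells, with 1450 in front of 855.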

Other observations

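For the narrow peaks, both tests, and for the regions called only in dH1-depleted cells, the tests of the replicate number, of equal numbers of peaks for their count and of pairs of libraries that mix the conditions, and for the peaks remaining after RNH treatment, the share without an RNH-untreated peak, were chosen after the results had been seen. The others were chosen before. Equal numbers of peaks, as an alternative setting, had been fixed before the data were examined, and only their use as a test of this explanation of the count came after.

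The peaks of dH1-depleted replicate 1 without RNH treatment had a median width of 228 bp, in front of 1162 bp to 1233 bp in the other 3 RNH-untreated lists. The paper does not report this. A fault of the input library is argued against, because the RNH-treated list of the same replicate, called against the same input, had a median width of 1054.5 bp. Broad enriched regions split into several narrow peaks are argued against as the whole cause. Among the peaks of the other RNH-untreated lists that overlap this list, between 22.4% (dH1-depleted replicate 2) and 23.9% (untreated replicate 2) overlap at least 2 of its peaks and the others a single narrow peak. Splitting may account for a part. The fragment size or peak model used in calling this list, and its depth, were not tested. The design gives no biological explanation, because the other library of the same condition had wide peaks.

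Regions called in both dH1-depleted libraries and in no untreated library (516 before the RNH filter) were more than those of the pairs that mix the conditions (172 to 262). A candidate explanation is the larger number of peaks called in dH1-depleted libraries. With equal numbers of peaks, the dH1-depleted pair shared 110 regions absent from the others, no more than the mixed pairs (114 to 210), while the untreated pair shared 632. This goes with the explanation for the count but cannot decide it. The cut took peaks mostly from the dH1-depleted lists, which tends to lower their count and raise that of untreated cells. The result does not exclude weaker R-loops gained in dH1-depleted cells, which the equal numbers leave out. Grouping by replicate number is argued against. It would add regions to pairs of the same number, which shared 201 and 189 regions, in front of 172 and 262 in the mixed pairs of different numbers and 516 in the dH1-depleted pair. With equal numbers of peaks they shared 114 and 210, in front of 114 and 201 in the mixed pairs of different numbers.

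The higher heterochromatic share of the regions called only in dH1-depleted cells was weighed against 3 technical explanations. The small width of the peaks of dH1-depleted replicate 1 is argued against as the whole cause. With this list widened the share was 47.6%, in front of 35.1% of all regions (permutation test on 10000 draws, 2-sided, *p* = 0.0001, the smallest possible). Widening does not take away peaks that only this list holds. With replicate 2 alone the share was 39.5% in front of 37.8%, a smaller excess that a single library in each condition leaves untested. The larger number of peaks in dH1-depleted libraries cannot be told apart. With equal numbers the share was 49.5% in front of 40.4%, but only 99 regions were left (same permutation test, *p* = 0.0653). Calling in 2 of the 4 libraries, whichever they are, stays open as well. Among the pairs that mix the conditions the highest share was 34.3% with all peaks, below the 46.7% of the dH1-depleted pair before the RNH filter. With equal numbers it was 65.8%, for dH1-depleted replicate 1 and untreated replicate 2, above the 50.0% of the dH1-depleted pair. Accumulation of R-loops in heterochromatin upon dH1 depletion, the biological explanation that the design gives, remains among the open ones. The regions called only in untreated cells were on the chromosome arms under every alternative more often than the regions they were compared with, which the paper does not report.

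Accumulation next to the centromere was tested on the chromosome arms, as the share of regions in the centromere-proximal 10% of the arm. For regions called only in dH1-depleted cells it was 11.8% of 255 (95% Wilson interval 8.37–16.3%), in front of 10.9% of all arm regions (permutation test on 10000 draws, 2-sided, *p* = 0.683). It was also above that of the compared arm regions in the 5 alternatives tried. It was 16.0% in front of 9.88% with equal numbers of peaks, 14.5% in front of 11.1% with a score of 100 and above and 12.2% in front of 10.8% with the list of dH1-depleted replicate 1 widened (same permutation test, *p* = 0.148, 0.367 and 0.473). With replicate 2 alone it was 14.4% of 1643 regions in front of 10.1%, and with replicate 1 alone 12.5% of 3787 in front of 10.4%, where a single library in each condition allows no test. Accumulation next to the centromere therefore cannot be told apart from its absence, because the regions called in both replicates are few and the larger sets rest on single libraries. For regions called only in untreated cells the share was 5.36% of 280 (interval 3.27–8.65%; same permutation test, *p* = 0.0029). It stayed between 2.48% and 5.69% with a score of 100 and above, with equal numbers of peaks with the list of dH1-depleted replicate 1 widened and with either replicate left out. No explanation was tested for this lower share.

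Heterochromatic peaks that remained after RNH treatment may be sites where the RNH-untreated peaks are strongest. RNH-untreated peaks that overlapped an RNH-treated peak had a median score percentile of 81.6 to 87.8 on heterochromatic sequences and of 65.6 to 88.8 on the chromosome arms over the 4 libraries. For the other peaks it was 51.6 to 64.8 on heterochromatic sequences and 39.9 to 44.3 on the arms. This goes with the explanation for the sites that have an RNH-untreated peak. It is argued against for all sites together, because 37.0% and 36.4% of the heterochromatic RNH-treated peaks in replicates 1 and 2 of untreated cells, and 13.7% and 48.9% in those of dH1-depleted cells, overlapped no RNH-untreated peak of the same replicate. Incomplete RNH digestion and enrichment that is not R-loops were not told apart by it, and no biological explanation was tested.

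A single peak lay on the mitochondrial genome, from 1 to 1707, with a score of 1208.69, in dH1-depleted replicate 1 without RNH treatment. None was called in the other 7 lists. A difference in depth or in the amount of mitochondrial DNA was not tested.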
